# Translation factor eIF4G2 directs CD8^+^ T cell lineage commitment by selectively enabling the IL-7 receptor response

**DOI:** 10.1016/j.isci.2026.115313

**Published:** 2026-03-11

**Authors:** Jialong Cui, Xinhui Zhang, Yang Yang, Lidong Shan, Yang Li, Long Jiang, Wei Xie, Tengchuan Jin, Xueting Lang

**Keywords:** Immunology, Cell biology

## Abstract

CD8^+^ T cell lineage commitment in the thymus requires interleukin-7 receptor (IL-7R) signaling, but the mechanisms enabling its cytokine responsiveness are unclear. Here, we identify the translation factor eIF4G2 as an essential, selective regulator of this process. eIF4G2 expression is upregulated in double-positive thymocytes and its T cell specific deletion causes a severe post-selection blockade, specifically abolishing CD8^+^ single positive thymocyte lineage commitment while sparing CD4^+^ lineage choice and TCR signaling. Mechanistically, eIF4G2 deficiency ablates IL-7 responsiveness by failing to sustain the receptor γc subunit via an untranslated region dependent manner, with a concomitant impairment of IL-7Rα mRNA level. Our findings establish eIF4G2 as a pivotal translational checkpoint that licenses IL-7R signaling to enforce faithful CD8^+^ T cell fate determination.

## Highlights

• Translational control governs CD8^+^ T cell lineage commitment
• eIF4G2 dictates IL-7 responsiveness
• eIF4G2 sustains surface expression of the IL-7 receptor
• eIF4G2 controls γc synthesis in a UTR-dependent manner

## Introduction

The generation of a diverse and self-tolerant T cell repertoire is required for the homeostasis maintenance and protection from disease in vertebrates.^1^ To ensure it, tightly regulated T cell development process is indispensable. There are several key stages during T cell development, including T cell progenitor generation in bone marrow, β selection in progenitor T cells, positive selection in CD4, and CD8 double-positive T cells (DP), as well as negative selection in immature single-positive T cells (SP).^2^ Among these stages, the signals received after positive selection in DP cells play a pivotal role in determining the differentiation direction and fate of T cells. Specifically, high strength and continuous TCR signaling is crucial for CD4^+^ T cell lineage commitment, whereas an efficient response to IL-7 cytokine is necessary for CD8^+^ T cell development.^3^ While the regulation of TCR signaling for CD4^+^ T cell fate determination is relatively well-characterized, the mechanisms ensuring a timely and effective IL-7 response to instruct CD8^+^ T cell fate are less clear.

The IL-7 receptor (IL-7R) complex, as the key transducer of IL-7 response, is a heterodimer of the unique IL-7Rα chain (IL-7Rα, encoded by *Il7r* in mice and *IL7R* in humans, also known as CD127) and the common γc chain (γc, encoded by *Il2rg* in mice and *IL2RG* in humans, also known as CD132).^4^^,^^5^ Efficient signal transduction through this receptor complex is indispensable for proper T cell development, especially CD8^+^ lineage commitment.^6^ However, the regulation of this receptor complex, specifically, the mechanisms that license it to mount a productive IL-7 response at the critical CD8^+^ lineage commitment stage, remains poorly understood. Current knowledge is largely confined to transcriptional regulators of the IL-7Rα subunit, which operate either in mature thymocytes to promote survival or in peripheral T cells to maintain homeostasis.^7^^,^^8^ It remains unknown whether and how distinct mechanisms endow the receptor complex with the signaling competence required to execute CD8^+^ lineage choice.

Translational control is a fundamental yet understudied layer of gene regulation in cell fate decisions. Eukaryotic translation initiation factors (eIFs), which orchestrate the rate-limiting step of translation initiation, are emerging as selective regulators of gene expression programs in diverse biological contexts, including oncogenesis and differentiation.^9^^,^^10^^,^^11^^,^^12^ However, whether eIFs contribute to T cell development, particularly to the specific T cell fate commitment stage, is largely unexplored.

Here, we identify the translation initiation factor eIF4G2 as an essential and specific regulator of CD8^+^ T cell lineage commitment. eIF4G2 is known for its roles in both canonical and alternative translation initiation and has been implicated in specialized cellular processes, including neuronal plasticity and stress responses,^13^^,^^14^^,^^15^^,^^16^^,^^17^ but its function in lymphocyte development was unknown. In this study, we report that T cell specific deletion of *Eif4g2* disrupts CD8^+^ lineage commitment by ablating IL-7 responsiveness. Mechanistically, eIF4G2 is required to maintain the IL-7 receptor complex by sustaining γc via UTRs-dependent translation, with IL-7Rα levels concomitantly reduced upon its loss. Our findings thus establish eIF4G2 as the pivotal translational checkpoint that licenses the IL-7 receptor complex, thereby establishing eIF4G2 as the factor that directs CD8^+^ T cell lineage commitment by selectively enabling the IL-7 receptor response.

## Results

### Result 1. *Eif4g2* expression is upregulated at late stage during T cell development

To investigate the potential roles of eIFs genes in T cell development, particularly at the late stages, we first analyzed their expression dynamics between DN and DP thymocytes using published mouse single-cell RNA sequencing data.^18^ The expression of several eIFs genes was significantly altered during this transition, with a subset being markedly upregulated at the DP stage (Figures 1A–1D and S1). Among the upregulated ones, eIF4G2 exhibited one of the most pronounced increases (Figures 1D and 1E). eIF4G2 is a unique translational factor known to function in both canonical cap-dependent and non-canonical cap-independent translation processes and has been reported to act as a selective regulator of gene expression under various physiological and pathophysiological context.^15^ Its dynamic upregulation during the DP stage prompted us to hypothesize that eIF4G2 might play a specialized role in late-stage T cell development, possibly through the selective translational control of specific targets.

**Figure 1:**
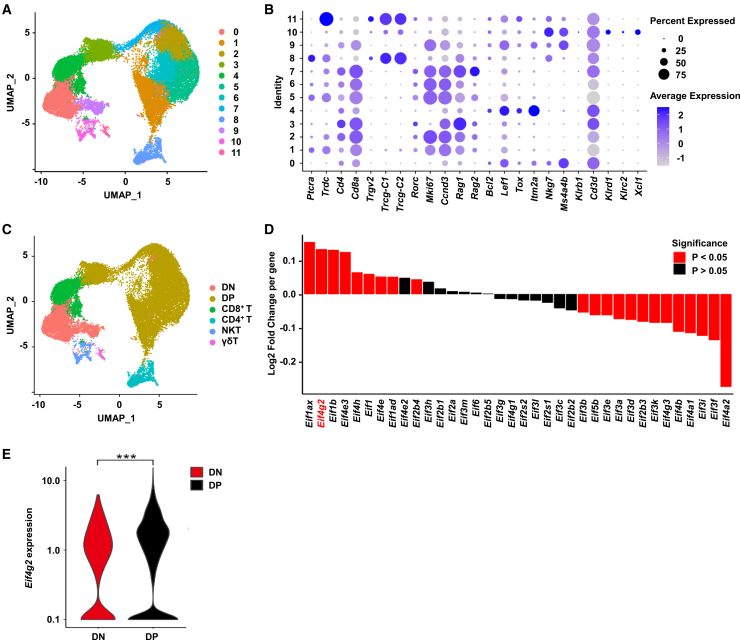
*Eif4g2* expression is upregulated at late stage during T cell development (A) UMAP dimensionality reduction of the first 25 PCs, classifying 12 cell clusters. (B) Dot plot showing marker genes used to identify clusters based on differential gene expression. (C) UMAP plot illustrating the subtypes of the T clusters, color-coded by cell type. (D) Expression ratio of translation initiation factor family members in DP and DN cells. Red bars indicate genes with *p* < 0.05, black bars indicate genes with *p* > 0.05. (E) Expression levels of *Eif4g2* in DN and DP cells. ∗∗∗*p* < 0.001. All data are plotted as mean ± SEM. See also Figure S1.

### Result 2. Conditional deletion of *Eif4g2* specifically impairs SP thymocyte development

To clarify the role of eIF4G2 in T cell development, we generated T cell-specific *Eif4g2* knock out mice (hereafter referred to as *Eif4g2* cKO) by crossing *Eif4g2*^flox/flox^ mice with the *Cd4*-*Cre* transgenic mice. *Eif4g2*^flox/flox^ mice or *Cd4*-*Cre* transgenic mice (hereafter referred to as WT) were used as control group (Figures S2A and S2B). Immunoblot analysis showed a marked reduction of eIF4G2 protein in total thymocytes, with residual signal attributable to *Cd4*-*Cre*-negative stromal and DN cells (Figure 2A). This depletion was near complete in sorted DP and SP thymocytes but not in DN cells, confirming efficient and stage-specific deletion (Figure 2B).

**Figure 2:**
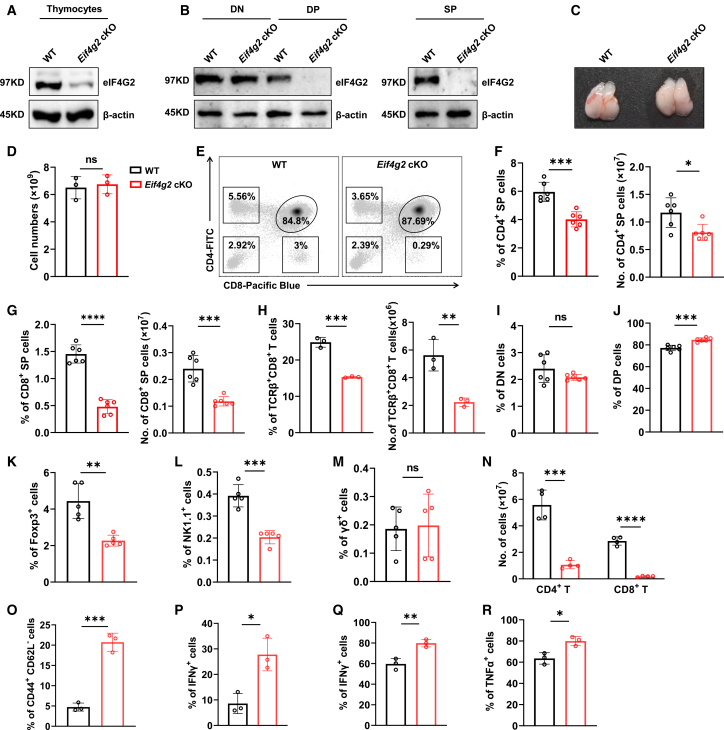
Conditional deletion of *Eif4g2* specifically impairs SP thymocyte development (A and B) Validation of eIF4G2 protein deletion by western blot. (A) Total thymocytes. (B) Lysates from sorted thymocyte subsets: double-negative (DN), double-positive (DP), and single-positive (SP) cells. (C) Representative images of thymus from WT and *Eif4g2* cKO mice. (D) Total thymocytes numbers from WT and *Eif4g2* cKO mice (*n* = 3 per group, ns *p* > 0.05). (E) Flow cytometric analysis of thymocyte populations. (F–H) Relative frequencies and absolute numbers of (F) CD4 SP, (G) CD8 SP, and (H) TCRβ^+^CD8^+^ subsets (n = 3–6 mice per group, presented as mean ± SEM. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.001). (I–M) Frequencies of (I) DN, (J) DP cells within total thymocytes, and (K) Foxp3^+^ cell within CD4^+^ T cells (n = 5–6 mice per group, presented as mean ± SEM, ns *p* > 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001); (L and M) Analysis of innate-like T cells in the thymus. (L) Frequencies of NK1.1^+^ T cells and (M) γδ T cells (*n* = 5 mice per group, presented as mean ± SEM. ns *p* > 0.05, ∗∗∗*p* < 0.001). (N–P) Evaluation of peripheral T cells *in situ*. (N) Absolute numbers of splenic T cells, (O) frequencies of CD44^+^CD62L^−^ cells and (P) IFNγ^+^ cells (*n* = 3 mice per group, presented as mean ± SEM. ∗*p* < 0.05, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001). (Q and R) Cytokine production upon stimulation. Frequencies of (Q) IFNγ^+^ and (R) TNFα^+^ cells among peripheral naive T cells following *ex vivo* anti-CD3/CD28 stimulation (*n* = 3 mice per group, bar graphs show mean ± SEM. ∗*p* < 0.05, ∗∗*p* < 0.01). Data are representative of at least two independent experiments unpaired Students’*t* test was used to perform the statistical analysis. See also Figure S2.

Given that eIF4G1 is a structural homolog of eIF4G2 and a core component of the canonical translation machinery,^14^ we sought to rule out the possibility that eIF4G1 upregulation might functionally compensate for the loss of eIF4G2 and thereby confound the interpretation of our knockout phenotypes. We assessed eIF4G1 expression in purified DP and SP thymocytes from WT and *Eif4g2* cKO mice. Western blot analysis revealed that eIF4G1 protein levels remained unchanged in *Eif4g2* deficient cells compared to WT group (Figure S2C). This result indicates that a compensatory increase in eIF4G1 expression does not occur upon *Eif4g2* ablation, supporting the conclusion that the observed developmental defects are attributable to the loss of eIF4G2-specific function.

Next, we assessed the impact of *Eif4g2* depletion on T cell development. Compared to WT group, *Eif4g2* cKO mice exhibited normal thymus size and morphology (Figure 2C). Additionally, the total cellularity of the thymus remained unaltered in *Eif4g2* cKO mice (Figure 2D). However, flow cytometry analysis revealed a pronounced reduction in both frequency and absolute number of SP thymocytes from *Eif4g2* cKO mice (Figures 2E–2G). This defect was most pronounced in the CD8 SP compartment and included mature CD8 SP thymocytes (Figures 2G, 2H, and S2D). In contrast, the percentage of DN cells showed no significant change, while the ratio of DP cells was modestly increased (Figures 2I and 2J). The developmental impairment extended to specific SP-derived lineages: both thymic regulatory T cells (Tregs), a subset of CD4^+^ T cells, and natural killer T (NKT) cells, whose development depends on the CD4 SP stage, exhibited reduced frequencies in *Eif4g2* cKO group (Figures 2K, 2L, and S2E), whereas γδ T cell development remained intact (Figure 2M).

In peripheral lymphoid organs, *Eif4g2* cKO mice exhibited a marked decrease in T cell numbers (Figure 2N). The remaining peripheral T cells showed an increased frequency of CD44^+^CD62L^−^ memory phenotype cells and elevated effector cytokine production (Figures 2O and 2P), consistent with lymphopenia driven homeostatic proliferation.^19^ When peripheral naive T cells were purified and activated with anti-CD3 and anti-CD28 antibody *in vitro*, *Eif4g2* depletion did not impair, even slightly enhanced effector cytokine production (Figures 2Q and 2R). Thus, it seems that the altered peripheral T cell compartment should stem from the thymic developmental defect, as evidenced by the intact effector function of *Eif4g2* deficient naive T cells. Collectively, these data indicate that eIF4G2 is dispensable for early thymocyte development but is required for establishing the mature SP thymocyte pool.

### Result 3. eIF4G2 facilitates CD8^+^ T lineage commitment after positive selection

To pinpoint the developmental stage at which eIF4G2 functions, we analyzed thymocytes based on surface CD3 and CD69 expression, which delineates developmental progression^20^ (Figure 3A). In *Eif4g2* cKO mice, the frequencies of CD3^−^CD69^−^ (population 1, DN) and CD3^low^CD69^-^ populations (population 2, pre-positive selection DP) were comparable to those in WT mice. Similarly, the proportion of CD3^int^CD69^+^ cells (population 3), representing thymocytes undergoing positive selection, showed no significant alteration (Figures 3B and 3C). In contrast, the frequency of CD3^high^CD69^+^ cells (population 4) was significantly reduced in *Eif4g2* cKO group, which includes transitional cells that just completed positive selection and immature SP cells that underwent lineage commitment. Furthermore, the population of mature SP cells as CD3^high^CD69^-^ (population 5) was also markedly decreased in *Eif4g2* cKO mice (Figure 3C). These data indicate that the defect in *Eif4g2* cKO mice arises after positive selection but before full SP maturation.

**Figure 3:**
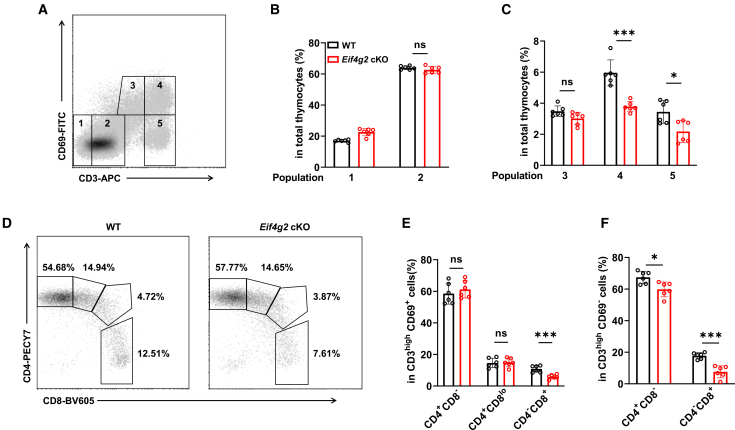
eIF4G2 facilitates CD8^+^ T lineage commitment after positive selection (A) Flow cytometry gating strategy for WT and *Eif4g2* cKO thymocytes based on CD3 and CD69 expression and representative plots for WT and *Eif4g2* cKO mice are shown. (B and C) Quantification of the thymocyte subpopulations defined in (A). Bar graphs show the frequencies of each population within total thymocytes (*n* = 6, ns *p* > 0.05, ∗∗∗*p* < 0.001, ∗*p* < 0.05). (D) Gating strategy to analyze CD4 and CD8 expression within CD3^high^CD69^+^ population. (E) Ratio of CD4^+^CD8^−^, CD4^+^CD8^lo^, or CD4^−^CD8^+^ cells in CD3^high^CD69^+^ population (*n* = 6, ns *p* > 0.5, ∗∗∗*p* < 0.001). (F) Ratio of CD4^+^CD8^−^ or CD4^−^CD8^+^ cell in CD3^high^CD69^-^ population (*n* = 6, ∗*p* < 0.5, ∗∗∗*p* < 0.001); Data are representative of at least two independent experiments. Bar graphs show mean ± SEM and unpaired Students’*t* test was used to perform the statistical analysis.

To further clarify the function of eIF4G2 on immature SP cells development, we further subdivided population 4 (CD3^high^CD69^+^) into CD4^+^CD8^−^ (immature CD4 SP) cells, CD4^+^CD8^lo^ (transitional cells), CD4^+^CD8^+^ (DP), and CD4^−^CD8^+^ (immature CD8 SP) subsets (Figure 3D). Strikingly, only the immature CD8 SP fraction was markedly decreased in *Eif4g2* cKO mice, while the immature CD4 SP and transitional subsets remained intact (Figure 3E). Likewise, within the mature SP pool (population 5), the frequency of CD8 SP thymocytes was specifically and severely reduced, whereas the CD4 SP subset was only modestly affected (Figure 3F). Together, these results position the defect immediately after positive selection, specifically at the stage of immature CD8 SP cell generation, thereby explaining the severe loss of mature CD8^+^ T cells and pointing to a potential disruption of lineage-commitment signals.

To definitively map the developmental requirement for eIF4G2, we integrated the frequencies of all major thymocyte subsets we examined. This comprehensive analysis revealed a highly specific and stage-restricted defect. The comparable frequencies of DN and DP populations in *EIf4g2* cKO mice (Figures 2I and 2J), demonstrating that early T cell progenitor development, β-selection, and the initial DP pool are intact. The observed modest increase in DP frequency is consistent with a downstream developmental blockade leading to a slight accumulation of pre-selection cells. The essential defect emerged exclusively after positive selection, as evidenced by the severe and specific loss of immature CD8 SP cells within the post-selection (CD3^hi^CD69^+^) compartment (CD4^−^CD8^+^, as shown in Figure 3E) and the consequent decrease of mature CD8 SP thymocytes (Figure 2H). In contrast, the generation of CD4^+^ lineage cells were largely preserved at the immature stage (CD4^+^CD8^−^, shown in Figure 3D). Collectively, these data position the essential function of eIF4G2 not at the initial DP stage or during positive selection per se, but specifically at the execution point of CD8^+^ T cell lineage commitment immediately thereafter.

### Result 4. *Eif4g2* deletion specifically ablates the IL-7 response

Given that the developmental blockade in *Eif4g2* cKO mice occurred specifically at the stage of CD8^+^ lineage commitment (Figures 2 and 3), a process known to be critically dependent on cytokine signaling,^6^^,^^21^ we reasoned that the molecular defect likely resided in the dysregulation of key cytokine-responsive pathways. To test this and to identify the specific pathway affected, we performed single-cell RNA sequencing (scRNA-seq) on WT and *Eif4g2* cKO thymocytes. 

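Thymocytes of 1 WT mouse and 1 *Eif4g2* cKO mouse, both 5 weeks old, were captured in droplets on the DNBelab C4 system, with 1 library per genotype. In this method a bead gives all transcripts of a cell the same barcode and each molecule its own unique molecular identifier (UMI), and a tag near the 3′ end of the transcript is read. The authors counted UMIs per gene and barcode and deposited these counts without normalization, for 21926 genes. The WT library held 18355050 UMIs and the *Eif4g2* cKO library 18056277 UMIs. Cells of both libraries were clustered together on log-normalized counts, without batch integration. The genes of the pathway audit and *Eif4g2* were kept out of the clustering genes, so that they did not define the clusters in which they were compared. For each class of cells, the UMIs of a gene were summed within each library and scaled to the UMI total of that class (CPM), with exact Poisson 95% intervals. The log2 ratio of *Eif4g2* cKO to WT was given an exact conditional binomial 95% interval. With 1 mouse per genotype there was no replicate, no test between genotypes was possible, and all intervals cover counting error only. *Eif4g2* itself (ENSMUSG00000005610.17; chromosome 7 of GRCm38, 111067750 to 111083030, minus strand) had 4088 UMIs in the whole WT library (223 CPM, 216–230) and 4941 in the whole *Eif4g2* cKO library (274 CPM, 266–281). The last exon and the 3′ UTR of *Eif4g2* lie outside the loxP sites (Figure S2A), so a 3′ tag does not check the deletion. Both mice are labelled female, but 2542 UMIs of the Y-linked genes *Eif2s3y*, *Uty* and *Kdm5d* were counted in the WT library and 1 in the *Eif4g2* cKO library.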

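The deposited tables held 6014 WT and 4335 *Eif4g2* cKO barcodes, each with at least 1000 UMIs. The stated filter, at least 50 detected genes and at most 10% mitochondrial UMIs per cell, removed 2 WT barcodes and 0 *Eif4g2* cKO barcodes. It left 6012 WT cells and all 4335 *Eif4g2* cKO cells, against the paper's 4597 and 4049. Limits of 1000 to 10000 UMIs and at most 3% mitochondrial UMIs, near the ranges drawn in Figures S3A and S3B, left 5694 WT and 3868 *Eif4g2* cKO cells. Scrublet, run in each library alone, called 0 cells a doublet in either library. This was read as a failed call, and doublets were kept.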

After quality control, we obtained 4597 WT and 4049 *Eif4g2* cKO cells. Unsupervised clustering identified major cell types within the thymus, including T cells, B lymphocytes, monocytes, and thymic epithelial cells (Figures 4A and S3A–S3D). 

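Clustering of all cells placed 5880 WT cells (97.8%) and 4305 *Eif4g2* cKO cells (99.3%) in clusters of the T lineage. Outside it, cluster 15 was erythroid-like, with 44 WT and 4 *Eif4g2* cKO cells and *Hba-a1*, *Hba-a2*, *Hbb-bs* and *Hbb-bt* as its leading genes. Cluster 13 held 88 WT and 26 *Eif4g2* cKO cells. It was led by *Cd74*, *H2-Aa*, *H2-Ab1*, *H2-Eb1*, *Lyz2*, *Tyrobp*, *C1qa*, *Apoe*, *Irf8* and *C1qb*, a mix of genes of antigen-presenting cells, and was left unnamed. From the markers of the methods section, no cluster was B-like, monocyte-like or epithelial-like at this number of cells.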

Re-clustering of the T cell compartment further resolved developmental stages, including DN, DP, CD4^+^CD8^lo^ transitional cells, SP cells (including both CD4^+^ and CD8^+^ SP) (Figures 4B, S3E, and S3F). 

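In the re-clustered T cells, DN-like cells (cluster 11) made up 1.53% (95% binomial interval 1.23–1.88%) of WT and 2.46% (2.02–2.97%) of *Eif4g2* cKO T cells. DP-like cells made up 58.2% (56.9–59.5%) and 53.1% (51.6–54.6%). Clusters 0 and 1 held most WT DP-like cells, and clusters 2 and 5 most *Eif4g2* cKO DP-like cells. Early post-selection-like cells, named from *Cd69*, *Itm2a*, *Tox* and related markers, made up 12.1% (11.2–12.9%) and 12.5% (11.5–13.5%). Cluster 7 held 578 of these WT cells and 40 of the *Eif4g2* cKO cells, and cluster 6 held 131 and 496. Mature SP-like cells (clusters 4 and 13, named from *Klf2*, *Ccr7*, *Ms4a4b* and related markers) made up 12.6% (11.7–13.4%) of WT and 3.76% (3.21–4.38%) of *Eif4g2* cKO T cells. *Isg15* and *Ifit1*, which respond to interferon, were among the leading genes of cluster 4. The mature share depended on the clustering. With each library clustered alone it was 7.61% in WT and 8.43% in *Eif4g2* cKO. At a resolution of 1.6 the named share was 4.41% in WT, where clusters 13 and 16 stayed unnamed. Of their WT cells, 294 and 185 lay in the mature SP-like clusters given above, so this lower share came from the naming. No cluster of the re-clustered T cells was CD4 SP-like, CD8 SP-like, NKT-like or Treg-like. In the clustering of all cells, cluster 14, with 63 WT and 25 *Eif4g2* cKO cells, was NKT or γδ T-like. Some alternative filters and clusterings of the T cells also gave an NKT or γδ T-like or a Treg-like cluster. In the re-clustered T cells, clusters 3, 8, 9 and 12 stayed unnamed, with 15.7% (14.8–16.6%) of WT and 28.2% (26.9–29.6%) of *Eif4g2* cKO T cells. Clusters 3, 8 and 9 were led by histone, replication or growth genes. A *Cd8a* or *Cd8b1* UMI was found in 97.8% of their WT and 98.9% of their *Eif4g2* cKO cells. A *Cd4* UMI was found in 62.1% and 66.7%, and in 23.9% and 21.1% with each cell thinned to 1000 UMIs. Among DP-like cells, thinning left a *Cd4* UMI in 65.4% and 71.1%. Whether these clusters belong to the DP stage was not settled. If all of them do, the share of DP cells is higher in *Eif4g2* cKO. Cells of cluster 8 had a median of 15066 UMIs, and doublets among them were not excluded.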

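No cluster was named CD8 SP-like. No marker list was set for CD4+CD8 lo cells alone, and the early post-selection-like list stood in for them. In place of these populations, the mature SP-like and early post-selection-like clusters were compared between the genotypes. Together they held 1447 WT cells (4273096 UMIs) and 698 *Eif4g2* cKO cells (2009340 UMIs), hereafter the post-selection cells. Their median depth was 2388 UMIs per cell in WT and 2317 in *Eif4g2* cKO. Mature SP-like cells made up 51.0% of the WT and 23.2% of the *Eif4g2* cKO post-selection cells. The coreceptor transcripts did not separate the lineages at this depth. A *Cd8a* or *Cd8b1* UMI without a *Cd4* UMI was found in 37.6% (35.1–40.1%) of WT and 33.0% (29.5–36.6%) of *Eif4g2* cKO post-selection cells. After each cell was thinned to 1000 UMIs, which left out no cell, these shares were 38.8% and 30.7%. In the unnamed cluster outside the T lineage, led by genes of antigen-presenting cells, the unthinned shares were 27.3% and 26.9% at median depths of 1699 and 1799 UMIs. DN-like cells, of a stage at which *Cd4*-*Cre* is not expected to have acted, were compared in the same way (90 WT cells with 577017 UMIs and 106 *Eif4g2* cKO cells with 717026 UMIs). Recombination was not measured in them, and after thinning a *Cd4* UMI was found in 7.8% and 4.7% of DN-like against 65.4% and 71.1% of DP-like cells. *Eif4g2* was detected at 214 CPM (201–229) in WT and 376 CPM (349–404) in *Eif4g2* cKO post-selection cells.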

We focus on the CD4^+^CD8^lo^ transitional and CD8 SP populations where the developmental defect manifests.

**Figure 4:**
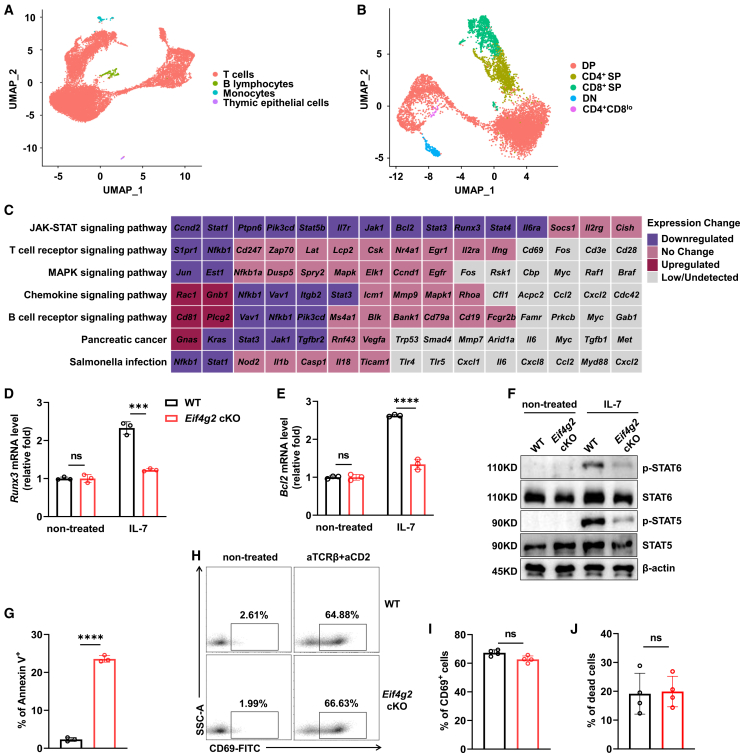
*Eif4g2* deletion specifically ablates the IL-7 response (A and B) Single-cell transcriptomic landscape of thymocytes. UMAP visualization of (A) all thymic cells and (B) the subtypes of T cells, color-coded by cell type. (C) Heatmap showing the expression pattern of 15 core signaling component genes from seven selected KEGG pathways across the cell clusters identified in (A and B). (D–F) Functional response of CD4^+^CD8^lo^ transitional cells to IL-7. Relative mRNA level of (D) *Runx3* and (E) *Bcl2* following 10 ng/ml IL-7 stimulation (*n* = 3, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001). (F) Western blot analysis of key signaling pathway activation with or without IL-7 stimulation. (G) Quantification of cell death in peripheral naive T cells under IL-7 stimulation *ex vivo* (*n* = 3, ∗∗∗∗*p* < 0.0001). (H–J) TCR signaling evaluation in DP cells under stimulation with anti-TCRβ/CD2 *ex vivo*, including (H) representative plots of CD69 expression examination, (I) frequency of CD69^+^ cells and (J) cell death level (*n* = 4, ns *p* > 0.5). Data are representative of at least two independent experiments. Bar graphs show mean ± SEM and unpaired Students’*t* test was used to perform the statistical analysis. See also Figures S3–S5.

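The states drawn in the heatmap were read from the picture and set against the post-selection cells of the deposited counts, where a gene needed at least 50 UMIs over both libraries. Gene names in the picture that match no symbol in the files were left out. Of 5 genes drawn as up, 4 reached this depth (*Cd81*, *Gnas*, *Gnb1* and *Rac1*), and each was higher in *Eif4g2* cKO by more than 0.5 on the log2 scale. Of 19 genes drawn as down, 17 were lower by more than 0.5, and *Bcl2* and *Itgb2* lay within 0.5. Of 34 genes drawn as unchanged, 20 were below 50 UMIs. Among the remaining 14, 10 lay within 0.5, *Egr1* and *Socs1* were higher, and *Cd247* and *Cish* were lower. Of 24 genes drawn as low or undetected, 15 reached 50 UMIs and 8 had 0 UMIs. In that group *Arid1a*, *Cd28*, *Cd3e*, *Cd69*, *Cdc42*, *Cfl1*, *Prkcb*, *Tgfb1* and *Trp53* were above 100 CPM over both libraries.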

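The paper counted genes with a Wilcoxon rank-sum test over cells, which takes cells as replicates. With 1 mouse per genotype no such count was made from the deposited counts, and the ratios of the post-selection cells are described by their size. Of 8249 genes with at least 50 UMIs over both libraries, 8.4% were higher and 32.9% lower in *Eif4g2* cKO by more than 0.5 on the log2 scale. Counting noise alone, simulated with no difference, gave 2.4% and 2.7%. The median log2 ratio over all these genes was −0.21. These shares moved most when the ratio was taken from the mean of counts per 10000 UMIs in each cell plus 1, to 0.8% higher and 3.1% lower. That is the form of fold change to which the study applies its threshold of 0.5. In DN-like cells, 9.4% of 3335 genes were higher and 24.9% lower, where counting noise gave 5.4% and 4.7%. Across 808 genes with at least 200 UMIs in both comparisons, the ratios of post-selection and DN-like cells had a Pearson's r of 0.75 and a Spearman's rho of 0.68; genes are not independent replicates. The log2 ratio fell with the genomic span of the gene, from a median of 0.13 for genes of up to 5 kb to −0.85 for genes over 100 kb (Spearman's rho −0.47 across genes). In DN-like cells the medians were 0.07 and −0.87. Among genes with at least 100 UMIs in 1 of the libraries, among the lowest ratios were those of *Dapl1* (169 WT and 1 *Eif4g2* cKO UMIs; −6.31, −11.62 to −3.81), *Ly6c2* (−4.64), *Hba-a1* (−4.18) and the Y-linked *Eif2s3y* and *Uty*. *Eif2s3y* and *Uty* had 279 and 255 WT UMIs and 0 *Eif4g2* cKO UMIs, so that their log2 ratio is −5.45 or lower and −5.32 or lower at a floor of 3 UMIs. For *Kdm5d*, with 101 and 0 UMIs, it is −3.98 or lower, so its place is not settled. *Arf6* (2.04, 1.80 to 2.29), *Alyref* (1.76), *Gzma* (1.75), *Uqcrb* (1.6) and *Dusp2* (1.58) had the highest ratios. In DN-like cells their ratios were 3.03, 1.42, 0.41, 1.61 and 1.41.

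**Figure D1:**
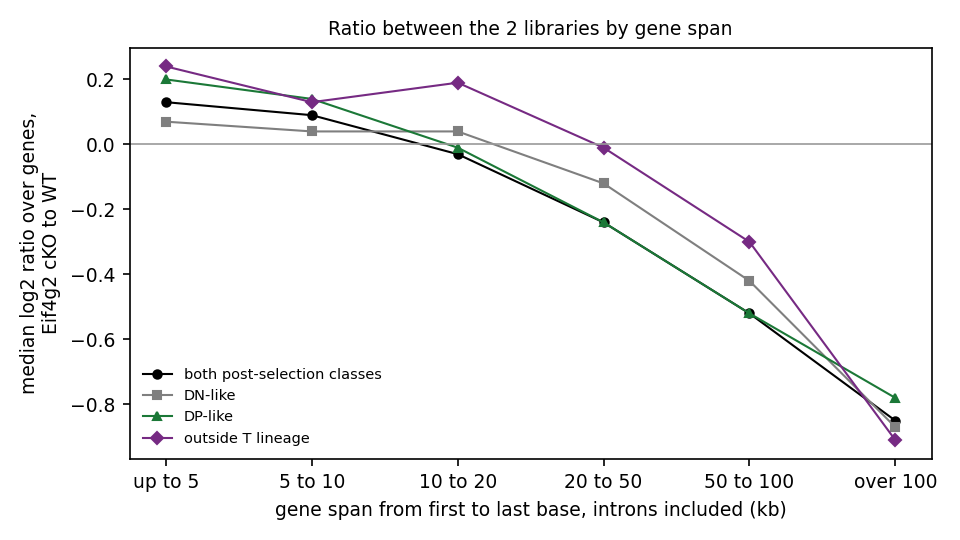
Median log2 ratio of *Eif4g2* cKO to WT CPM (vertical axis) over genes grouped by genomic span in kb (horizontal axis), with 1 line for each class of cells and 1 library per genotype. In post-selection, DN-like and DP-like cells and in cells outside the T lineage, genes over 100 kb have the lowest medians, between −0.78 and −0.91.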

Unbiased differential expression analysis identified 574 genes with altered expression in the cKO cells (191 upregulated, 383 downregulated). Initial differential gene set enrichment analysis (GSEA) returned a broad list of nominally significant pathways (Figure S4). However, we recognized a fundamental limitation of this approach: the presence of differentially expressed genes within a pathway annotation does not, by itself, demonstrate that the pathway’s core signaling function is compromised. Many such genes may be peripheral regulators, broadly expressed components, or shared nodes (e.g., *Nfkb1* and *Pik3cd*) whose alteration does not equate to a collapse of the pathway’s defining input-output logic. To identify which signaling pathways were dysregulated to cause the specific CD8^+^ lineage blockade, we designed a functional centric audit. We implemented a curated audit strategy designed to fulfill two objectives: first, to test the integrity of pathways critical for post-selection biology, and second, to control for pathways commonly enriched as GSEA false positives. Accordingly, we selected seven representative pathways, including the most critical ones for post-selection thymocyte biology (T cell receptor signaling, JAK-STAT signaling, and chemokine signaling), pathways that frequently appear as GSEA false positives due to shared signaling components (MAPK signaling and B cell receptor signaling), as well as the classic false positive examples that are often spuriously enriched in immune datasets (Salmonella infection and pancreatic cancer) (Figure 4C). For each pathway, we moved beyond the simple list of altered genes and instead interrogated the expression status of its canonical, non-redundant core components, and biological output. This design allowed us to differentiate between a targeted defect and global dysregulation.

This audit revealed a striking, hierarchical disparity. 

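*Runx3*, *Bcl2*, *Ccnd2*, *Jak1*, *Stat5b* and *Il7r*, JAK-STAT genes that the text reports as decreased, were treated as a list of 6 genes. The study chose them on these libraries. In post-selection cells all 6 were lower in *Eif4g2* cKO, with a median log2 ratio of −0.95 (−1.09 to −0.77, counting error only). Among 10000 random lists of 6 genes matched on mean expression, this median lay at percentile 0.28, and the median of the random lists was −0.02. With lists matched on mean expression and genomic span it lay at percentile 1.18, and the random lists had a median of −0.33. Under 18 alternatives the median of the list lay between −1.14 and 0.07, and it was above 0 only in the early post-selection-like clusters alone. Within the mature SP-like clusters alone it was −0.87 (−1.03 to −0.68), at percentile 2.19 of lists matched on both properties. In the early clusters 3 of the 6 genes were lower, and the interval of the median ran from −0.24 to 0.23. It lay at percentile 87.7 of lists matched on mean expression, and at percentile 99.4 with span added, where the random lists had a median of −0.62. That early value depended on the clustering and was −0.67 with each library clustered alone.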

The JAK-STAT signaling pathway, which plays the centrol role in cytokine response, exhibited a catastrophic and coordinated collapse across its entire functional axis (Figure 4C), which validated and refined our initial postulate. This failure was comprehensive: definitive downstream effector genes controlling lineage commitment (*Runx3*), survival (*Bcl2*), and proliferation (*Ccnd2*) were suppressed, a direct consequence of the concurrent downregulation of essential signaling components, including key kinase (*Jak1*), and central transcription factors (*Stat5b*, *Stat1*). 

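In the post-selection cells the effector gene *Runx3* (ENSMUSG00000070691.10; chromosome 4 of GRCm38, 135120652 to 135177990, plus strand) had 551 UMIs in WT and 102 in *Eif4g2* cKO. Its level was 129 CPM (118–140) in WT and 50.8 CPM (41.4–61.6) in *Eif4g2* cKO, a log2 ratio of −1.34 (−1.66 to −1.04). It was −1.04 within the mature SP-like clusters and 0.24 (−0.37 to 0.84) within the early ones. At a clustering resolution of 1.6 the ratio of *Runx3* was 0.19. At that resolution clusters 13 and 16, which stayed unnamed and so lay outside the compared cells, held 129 and 305 of the WT *Runx3* UMIs. *Bcl2* (ENSMUSG00000057329.7; chromosome 1, 106538178 to 106714274) fell from 278 CPM (262–294) to 197 CPM (178–217), a log2 ratio of −0.50 (−0.67 to −0.33). *Ccnd2* (ENSMUSG00000000184.12; chromosome 6, 127125162 to 127152193) fell from 616 CPM (593–640) to 258 CPM (237–282), a log2 ratio of −1.25 (−1.39 to −1.12). In the early post-selection-like clusters alone, *Ccnd2* had a ratio of 0.29. The kinase gene *Jak1* (ENSMUSG00000028530.14; chromosome 4, 101152367 to 101265282) was at 395 CPM (377–415) in WT and 265 CPM (243–289) in *Eif4g2* cKO, a log2 ratio of −0.58 (−0.72 to −0.43). *Bcl2* and *Jak1* span over 100 kb, and relative to the 200 genes nearest in mean expression and span their ratios were 0.35 and 0.03, an alternative chosen after the data were seen. *Stat5b* (ENSMUSG00000020919.11; chromosome 11, 100780731 to 100850724) had a log2 ratio of −0.82 (−1.0 to −0.63), from 268 to 152 CPM. In DN-like cells the ratios were −0.82 for *Runx3*, −0.98 for *Bcl2*, −0.13 for *Ccnd2*, 0.23 for *Jak1* and −0.72 for *Stat5b*.

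**Figure D2:**
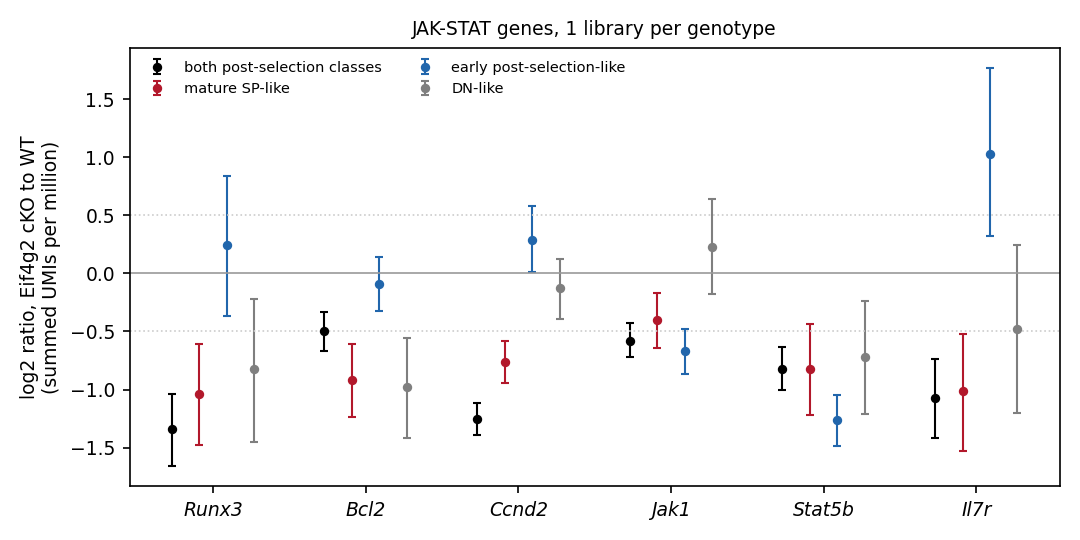
Log2 ratio of *Eif4g2* cKO to WT CPM for 6 named JAK-STAT genes, in all post-selection cells, in their mature and early parts and in DN-like cells, with 1 library per genotype. Bars are 95% counting intervals and dotted lines lie at −0.5 and 0.5. In all post-selection cells *Runx3* is lowest, at −1.34, and *Bcl2* is closest to 0, at −0.50.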

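*Il7r* (ENSMUSG00000003882.5; chromosome 15 of GRCm38, 9505788 to 9530176, minus strand) had 403 UMIs in WT and 90 UMIs in *Eif4g2* cKO post-selection cells. These were 94.3 CPM (85.3–104) and 44.8 CPM (36.0–55.1), a log2 ratio of −1.07 (−1.42 to −0.74). Within the mature SP-like clusters it was −1.01 (−1.53 to −0.52), and under the alternative clusterings this value stayed between −1.86 and −0.67. Within the early clusters it was 1.03 from 26 WT and 52 *Eif4g2* cKO UMIs, and this sign changed with the clustering, with a lowest value of −1.10. With WT cells weighted so that early and mature cells held the UMI shares they have in *Eif4g2* cKO, a choice made after the data were seen, the ratio of *Il7r* over both parts was −0.18. In DN-like cells the ratio of *Il7r* was −0.48 (−1.20 to 0.24). *Il2rg*, which encodes the common γ chain, had 693 CPM in WT and 548 CPM in *Eif4g2* cKO post-selection cells, a log2 ratio of −0.34 (−0.44 to −0.24). Within the mature SP-like clusters *Il2rg* was −0.63 (−0.82 to −0.44), and within the early ones −0.26 (−0.39 to −0.13). *Il4ra* and *Il6st*, which encode other cytokine receptor chains, had log2 ratios of −1.93 (−2.44 to −1.44) and −0.71 (−1.02 to −0.41).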

Strikingly, we observed the *Il7r* (encoding IL-7Rα) mRNA level was also decreased, which led us to hypothesize that the defect lies in IL-7 receptor signaling, the likely root cause of the developmental block in *Eif4g2* deficient T cells. In contrast, the decisive functional output of other critical pathways remained operational, despite some alterations in individual gene expression (Figure 4C). 

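*Nr4a1*, *Egr1*, *Il2ra*, *Dusp5*, *Spry2*, *Ccnd1*, *Icam1*, *Mmp9* and *Nfkbia*, the outputs of other pathways that the text names as unchanged, were taken as a list of 9 genes. Their median log2 ratio in post-selection cells was −0.005, at percentile 93.8 of random lists matched on mean expression and at percentile 68.1 with gene span added. The members went both ways. The random lists were drawn from genes with at least 50 UMIs. *Il2ra*, *Spry2*, *Ccnd1* and *Mmp9* lay below that, so they were set against genes of higher expression. In the mature SP-like clusters the median over 8 of these genes was 0.12 (percentile 96.6 of lists matched on both properties), and in the early post-selection-like clusters −0.81 (percentile 0.07). *Spry2* was left out of the median of the mature clusters, with 0 WT and 2 *Eif4g2* cKO UMIs, and *Mmp9* of that of the early clusters, with 0 and 1. *Ccnd1* had 7 WT and 0 *Eif4g2* cKO UMIs in the mature clusters and was placed below the other genes, as its counts point. Entered instead at its bound of 1.08 at the floor of 3 UMIs, it gave a median of 0.41. In the early clusters *Icam1* lay below 50 UMIs as well. The genes above that limit there were *Nr4a1* (−0.30), *Egr1* (0.18), *Dusp5* (−0.54) and *Nfkbia* (−0.05), all above the median of −0.81. The percentiles of both parts therefore rest in part on genes with few UMIs.

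**Figure D3:**
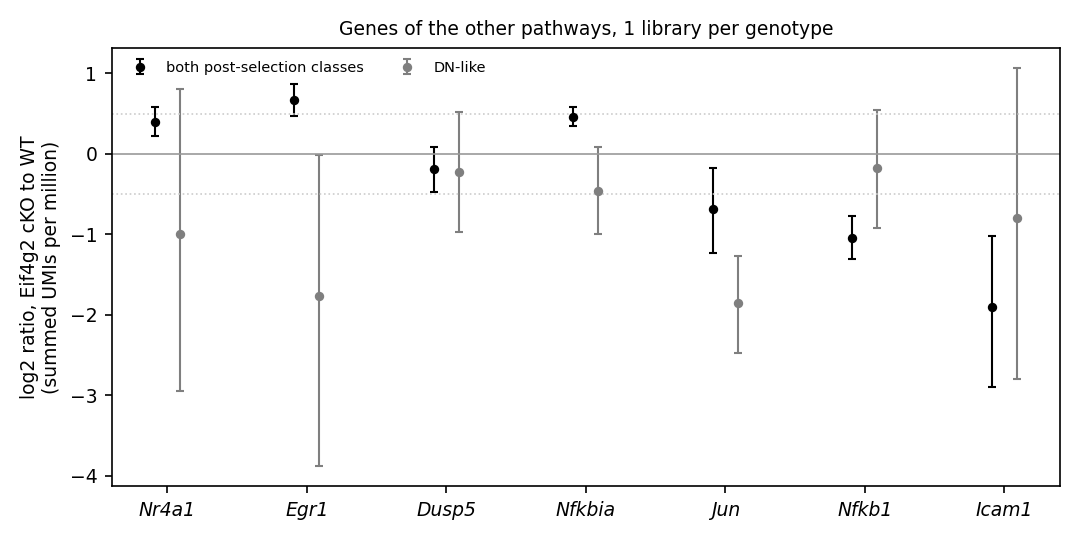
Log2 ratio of *Eif4g2* cKO to WT CPM for 7 genes of the TCR, MAPK and chemokine pathways, in all post-selection cells and in DN-like cells, with 1 library per genotype. Bars are 95% counting intervals and dotted lines lie at −0.5 and 0.5. In post-selection cells *Egr1* lies above 0.5, *Jun*, *Nfkb1* and *Icam1* lie below −0.5, and the others drawn lie between the dotted lines. *Il2ra*, *Spry2*, *Ccnd1* and *Mmp9*, with fewer than 50 UMIs over both libraries, are not drawn.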

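In the post-selection cells *Nr4a1* (ENSMUSG00000023034.7) was at 154 CPM (142–166) in WT and 203 CPM (184–224) in *Eif4g2* cKO, a log2 ratio of 0.40 (0.22 to 0.58). Its ratio was 0.57 in the mature SP-like clusters and −0.30 in the early ones. *Egr1* (ENSMUSG00000038418.7) was at 117 CPM (107–128) and 187 CPM (168–207), a log2 ratio of 0.67 (0.47 to 0.87). Within the mature and the early clusters it was 0.26 and 0.18. *Il2ra* (ENSMUSG00000026770.5) had 32 UMIs in WT and 15 in *Eif4g2* cKO, a log2 ratio of 0.00 (−1.0 to 0.92). Its parts went opposite ways, with 1.61 (0.49 to 2.68) in the mature and −2.43 (−5.65 to −0.24) in the early clusters, from at most 21 UMIs in a library.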

For TCR signaling, the immediate-early genes *Nr4a1*, *Egr1* remained unchanged, and the activation marker *Il2ra* was normally induced. 

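*Jun* (ENSMUSG00000052684.4) had 137 UMIs in WT and 40 in *Eif4g2* cKO post-selection cells, 32.1 CPM (26.9–37.9) and 19.9 CPM (14.2–27.1), a log2 ratio of −0.69 (−1.23 to −0.17). In DN-like cells its ratio was −1.85 (−2.47 to −1.27). *Dusp5* (ENSMUSG00000034765.6) was at 86.6 CPM and 76.1 CPM, a log2 ratio of −0.19 (−0.47 to 0.09). Within the mature and early clusters *Dusp5* had ratios of −0.59 and −0.54. *Spry2* (ENSMUSG00000022114.5) had 13 UMIs in WT and 8 in *Eif4g2* cKO, a ratio of 0.39 with an interval from −1.09 to 1.77. *Ccnd1* (ENSMUSG00000070348.5) had 14 and 1 UMIs, a ratio of −2.72 with an interval from −8.12 to 0.00. For *Spry2* the depth leaves open whether the level differed in post-selection cells. It had 6 and 0 UMIs in DP-like cells, and over the whole libraries, which differ in their shares of cell classes, 33 and 16 UMIs (−1.02, −1.98 to −0.12). *Ccnd1* was lower in DP-like cells, with 32 and 3 UMIs (−2.97, −5.33 to −1.30), and over the whole libraries, with 90 and 21 UMIs (−2.08, −2.84 to −1.38).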

For MAPK signaling, despite some sporadic changes (*Jun*), functional readouts were preserved, with the expression of direct downtream induction genes (*Dusp5*, *Spry2*) and the cell cycle effector *Ccnd1* remained unaltered. 

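*Icam1* (ENSMUSG00000037405.8; chromosome 9 of GRCm38, 21015985 to 21028817) had 95 UMIs in WT and 12 in *Eif4g2* cKO post-selection cells. These were 22.2 CPM (18.0–27.2) and 5.97 CPM (3.09–10.4), a log2 ratio of −1.90 (−2.90 to −1.02). It was lower in both parts of the class, with −1.44 (−3.11 to −0.15) in the mature SP-like and −1.97 (−3.41 to −0.74) in the early clusters. In DN-like cells *Icam1* had 7 WT and 5 *Eif4g2* cKO UMIs. *Mmp9* (ENSMUSG00000017737.2) had 5 UMIs in WT and 2 in *Eif4g2* cKO, a log2 ratio of −0.23 with an interval from −3.63 to 2.38, too few to show a difference.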

Chemokine signaling output was also preserved, with stable expression of effectors *Icam1* and *Mmp9*. 

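*Nfkb1* (ENSMUSG00000028163.17; chromosome 3 of GRCm38, 135584655 to 135691547) was at 144 CPM (133–156) in WT and 70.2 CPM (59.1–82.8) in *Eif4g2* cKO post-selection cells, a log2 ratio of −1.04 (−1.31 to −0.77). It also spans over 100 kb, and relative to the 200 genes nearest in expression and span its ratio was −0.31. *Nfkbia* (ENSMUSG00000021025.8), which encodes IκBα and was taken for the gene printed as *Nfkb1a*, was at 362 CPM (344–380) and 499 CPM (468–531), a log2 ratio of 0.46 (0.35 to 0.58). In the mature SP-like clusters *Nfkbia* had a ratio of 0.84, and in the early clusters of −0.05.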

Notably, the reduction of the pleiotropic signaling node NF-κB1 (*Nfkb1*), observed in both TCR signaling and chemokine signaling contexts, did not translate into a broad failure of NF-κB-responsive transcription, as its canonical downstream targets (e.g., *Nfkb1a*, *Icam1*, and *Mmp9*) remained unaffected. This demonstrates that the alteration of this shared component did not lead to a broad failure in the functional output of the pathways it inhabits. 

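Of the genes drawn for B cell receptor signaling, *Pik3cd* (ENSMUSG00000039936.18) was at 134 CPM (123–145) in WT and 56.2 CPM (46.4–67.6) in *Eif4g2* cKO post-selection cells, a log2 ratio of −1.25 (−1.55 to −0.96). *Vav1* had a log2 ratio of −0.73 (−0.98 to −0.49). *Cd81* went the other way, with 0.88 (0.67 to 1.10). Genes specific to B cells were close to or at the limit of detection, with 7 UMIs of *Cd79a* and 1 of *Bank1* in WT and 0 of each in *Eif4g2* cKO. For *Salmonella* infection, *Casp1* had 2 WT UMIs and 1 *Eif4g2* cKO UMI, and *Il18* had 1 and 0, too few to show a change. *Il1b* had 0 UMIs in WT and 12 in *Eif4g2* cKO, a log2 ratio of at least 3.09 at the floor of 3 UMIs.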

Critically, this pattern of isolated, non-propagating alterations, encompassing *Nfkb1* and other sporadic changes, was also the hallmark of the control pathways (B cell receptor signaling and Salmonella infection), confirming them as likely analytical artifacts. Thus, our analysis pinpointed a specific and catastrophic failure in the cytokine-responsive JAK-STAT pathway (largely possibly, the IL-7R signaling), while exonerating other core signaling axes, as the definitive molecular lesion responsible for the blocked CD8^+^ lineage commitment.

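The fall of the 6 JAK-STAT genes in post-selection cells was set against DN-like cells, in which the median of the list was −0.60 (−0.88 to −0.25). There 5 of the 6 genes were lower, and the median lay at percentile 14.9 of lists matched on expression and span. Gene by gene, the log2 ratio of post-selection cells minus that of DN-like cells had a median of −0.56, at percentile 0.1 of 10000 matched lists of the same differences. With WT cells weighted to the early and mature UMI shares of *Eif4g2* cKO, the median of the list in post-selection cells was −0.46, closer to 0 than that of DN-like cells. From the reduced expression of *Jak1*, *Stat5b* and the effector genes, beside outputs of other pathways that it reads as preserved, the paper concludes that the JAK-STAT pathway failed specifically. It proposes IL-7R signaling as the part concerned and names this failure as the lesion that blocks CD8+ lineage commitment.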

To test this hypothesis, we purified CD4^+^CD8^lo^ transitional cells from *Eif4g2* cKO thymocytes and stimulated with recombinant IL-7 *in vitro*, followed by an assessment of downstream signaling activation (Figure S5). In *Eif4g2* cKO cells, the induction of key IL-7 targeting genes, such as *Runx3* and *Bcl2*^3^ was severely blunted at the mRNA level (Figures 4D and 4E). At the protein level, IL-7 triggered phosphorylation of STAT5 and STAT6 was dramatically reduced, whereas total STAT protein amounts were unchanged (Figure 4F). These data suggest that eIF4G2 is required for efficient IL-7R signaling in thymocytes undergoing lineage commitment.

Also, given the known role of IL-7 signal in maintaining naive T cell survival, we asked whether eIF4G2 is also necessary for this peripheral homeostasis. Naive T cells purified from the spleen of *Eif4g2* cKO mice were cultured in the presence of recombinant IL-7. *Eif4g2* deficient cells exhibited a dramatic higher frequency of apoptosis compared to WT cells (Figure 4G). This demonstrates that the requirement for eIF4G2 in sustaining effective IL-7R signaling extends to mature T cells and may contribute to the reduction in mature CD4 SP thymocytes observed earlier (Figure 3F).

To determine the specificity of this signaling defect, we examined TCR responsiveness, which is essential for positive selection and CD4^+^ lineage commitment. DP thymocytes from WT and *Eif4g2* cKO mice were stimulated with antibodies against TCRβ and CD2 to mimic physiological TCR engagement. Under this stimulation, *Eif4g2* deficient DP cells upregulated the early activation marker CD69 to a level comparable to that of WT cells (Figures 4H and 4I). We further assessed another key functional outcome of TCR signaling, the support of cell survival. No significant difference in the rate of cell death was observed between WT and *Eif4g2* cKO group (Figure 4J).

Collectively, these data establish that the essential function of eIF4G2 is specific to the IL-7R signaling axis. Its loss ablates IL-7 responsiveness but spares the core functionality of other key developmental pathways, including TCR signaling.

### Result 5. eIF4G2 specifically sustains surface expression of the IL-7 receptor

Having established that eIF4G2 is required for functional IL-7 responsive signaling, we next sought to determine the underlying molecular basis. Given the central role of IL-7R in initiating this signaling cascade, we hypothesized that eIF4G2 may regulate the expression of the receptor complex itself. Consistent with the earlier observation of diminished *Il7r* mRNA in our scRNA-seq analysis, flow cytometry revealed that surface expression of IL-7Rα (CD127) was indeed significantly reduced on *Eif4g2*-deficient transitional and SP thymocytes (Figures 5A–5C). Interesting, we also observed a profound reduction of the common γc chain (CD132), which manifested across all the thymic subsets analyzed, including CD4^+^CD8^lo^ transitional cells (Figures 5D and 5E) as well as DP, CD4 SP, and CD8 SP populations (Figure 5F). The coordinated loss of both receptor subunits provides a clear mechanistic explanation for the observed IL-7R signaling failure.

**Figure 5:**
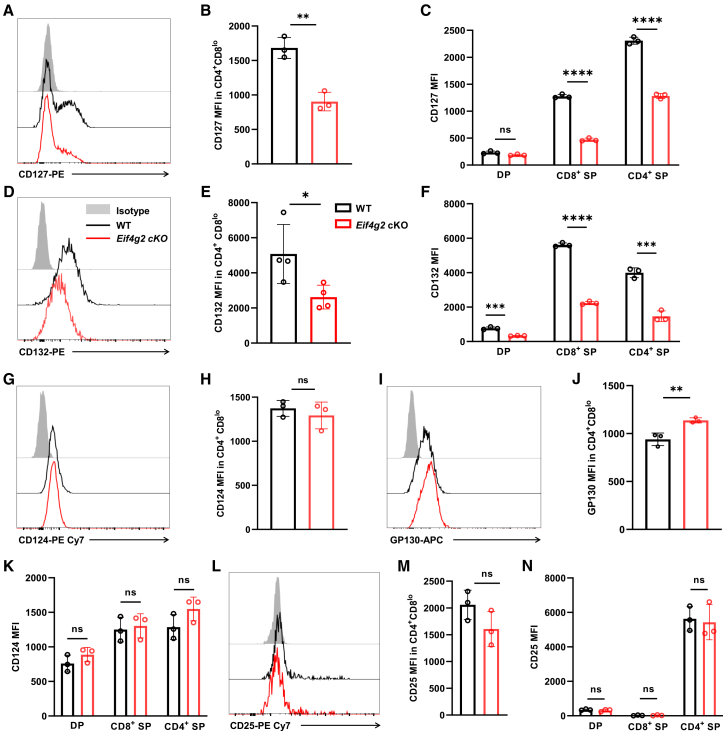
eIF4G2 specifically sustains surface expression of the IL-7 receptor (A–C) Expression of IL-7Rα (CD127). (A) Representative histogram and (B) quantification of CD127 median fluorescence intensity (MFI) on CD4^+^CD8^lo^ transitional cells (*n* = 3, ∗∗*p* < 0.01). (C) MFI of CD127 on DP, CD4 SP, and CD8 SP thymocytes (*n* = 3, ns *p* > 0.05, ∗∗∗∗*p* < 0.0001). (D–F) Expression of the common γc (CD132). (D) Representative histogram and (E) quantification of CD132 MFI on CD4^+^CD8^lo^ transitional cells (*n* = 4, ∗*p* < 0.05). ppp(F) MFI of CD132 on DP, CD4 SP, and CD8 SP thymocytes (*n* = 3, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001). (G and H) Expression of IL-4Rα (CD124) expression detection on CD4^+^CD8^lo^ transitional cells. (G) Representative histogram and (H) quantification of CD124 MFI on CD4^+^CD8^lo^ transitional cells (*n* = 3, ns *p* > 0.05). (I and J) Expression of GP130 on CD4^+^CD8^lo^ transitional cells. (I) Representative histogram and (J) quantification of GP130 MFI on CD4^+^CD8^lo^ transitional cells (*n* = 3, ∗∗*p* < 0.01). (K) Quantification of CD124 MFI on DP, CD4 SP and CD8 SP (*n* = 3, ns *p* > 0.05). (L–N) Expression of IL-2Rα (CD25). (L) Representative histogram and (M) quantification of CD25 MFI on CD4^+^CD8^lo^ transitional cells (*n* = 3, ns *p* > 0.05). (N) MFI of CD25 on DP, CD4 SP, and CD8 SP subsets (*n* = 3, ns *p* > 0.05). Data are representative of at least two independent experiments. Bar graphs show mean ± SEM and unpaired Students’*t* test was used to perform the statistical analysis.

We next asked whether this regulatory function extended to other cytokine receptors. Surface expression of IL-4Rα (CD124) and GP130 was not reduced in *Eif4g2* cKO transitional cells, and even modestly elevated level of GP130 was observed (Figures 5G–5J). IL-4Rα expression was also unaltered across other detected subsets (Figure 5K). We further assessed the IL-2 receptor, another γc-dependent complex crucial for Treg cell development. As expected, IL-2Rα expression was minimal in transitional, DP, and CD8 SP thymocytes. In CD4 SP cells, where IL-2Rα is highly expressed, its level was unchanged by *Eif4*g*2* deletion (Figures 5L–5N). Collectively, these data demonstrate that the profound reduction in surface γc is not accompanied by a general downregulation of other cytokine receptor subunits. The observed thymic Treg reduction likely stems not from a loss of IL-2Rα, but from the specific decrease in the shared, essential γc subunit.

Together, these data establish that eIF4G2 is specifically required to maintain surface expression of the intact IL-7R complex across post-selection thymocyte subsets, without broadly impairing other cytokine receptor pathways.

### Result 6. eIF4G2 post-transcriptionally sustains γc expression via its mRNA UTRs

To define the mechanism by which eIF4G2 maintains IL-7 receptor levels, we first confirmed the protein loss in purified CD4^+^CD8^lo^ transitional thymocytes by immunoblotting. Consistent with the flow cytometry data, eIF4G2 was required for the expression of both γc and IL-7Rα proteins (Figure 6A). We then sought to determine whether this regulation occurred at the transcriptional or post-transcriptional level. Quantitative RT-PCR analysis revealed a striking mechanistic divergence: the mRNA level of *Il2rg* (encoding γc) was unchanged in *Eif4g2* cKO cells, confirming a post-transcriptional defect. In contrast, *Il7r* (encoding IL-7Rα) mRNA was significantly reduced (Figures 6B and 6C), thus validating and quantifying the downregulation suggested by our prior scRNA-seq analysis (Figure 4C). These data establish that eIF4G2 maintains γc expression through a post-transcriptional mechanism, while its effect on IL-7Rα is associated with, and likely mediated by, a reduction at the mRNA level.

**Figure 6:**
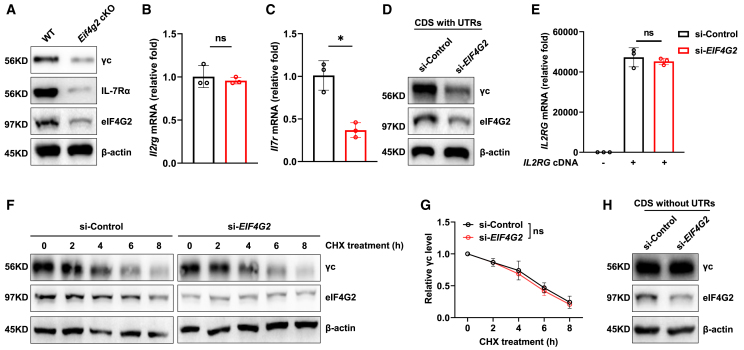
eIF4G2 post-transcriptionally sustains γc expression via its mRNA UTRs (A–C) Analysis in primary CD4^+^CD8^lo^ transitional thymocytes. (A) Western blot analysis of γc and IL-7Rα protein levels. (B and C) Quantitative RT-PCR analysis of *Il2rg* (B) and *Il7r* (C) mRNA levels (*n* = 3, ns *p* > 0.05, ∗*p* < 0.05). (D–H) Mechanistic dissection in 293T cells. (D) Western blot of γc protein in control and *EIF4G2* knockdown 293T cells transfected with an *IL2RG* coding sequence construct containing its native 5′ and 3′ UTRs. (E) Corresponding *IL2RG* mRNA levels measured by RT-qPCR (*n* = 3, ns *p* > 0.05) . (F and G) Assessment of γc protein stability (*n* = 3, ns *p* > 0.05). (F) Representative western blots and (G) quantification of γc protein levels over time following cycloheximide (CHX) treatment in si-control and si-*EIF4G2* 293T cells (*n* = 3, ns *p* > 0.05). (H) Western blot of γc protein in si-control and si-*EIF4G2* 293T cells transfected with an *IL2RG* CDS construct lacking UTRs. Data are representative of at least two independent experiments. Bar graphs show mean ± SEM and unpaired Students’*t* test was used to perform the statistical analysis.

Based on its canonical role as a translation initiation factor and our finding that *Il2rg* mRNA is unaltered, we hypothesized that eIF4G2 sustains γc expression by directly regulating its mRNA translation. To test this, we knocked down *EIF4G2* (encoding eIF4G2 in human) in 293T cells and then transfected cells with a *IL2RG* (encoding γc in human) cDNA expressing construct containing 5′- and 3′-UTR sequence (UTRs). Under these conditions, *EIF4G2* knockdown still markedly reduced ectopic γc protein expression without affecting the transfected mRNA level (Figures 6D and 6E), indicating that the defect acts at the level of translation from this exogenous transcript. This effect was not due to altered protein stability, as γc kinetics were unchanged upon cycloheximide (CHX) treatment (Figures 6F and 6G). Most definitively, when the same experiment was performed with *IL2RG* cDNA construct lacking 5′- and 3′-UTR sequence, *EIF4G2* knockdown failed to reduce γc protein expression (Figure 6H). These results demonstrate that eIF4G2 is specifically required for the efficient translation of γc mRNA in a UTRs-dependent manner.

Together, these results establish a bipartite regulatory mechanism underpinning IL-7 receptor expression: eIF4G2 orchestrates IL-7 receptor levels by sustaining the γc subunit translationally and maintaining IL-7Rα transcriptionally. Thus, eIF4G2 emerges as a critical translational checkpoint that, by safeguarding IL-7R expression, ensures the cytokine signaling fidelity necessary for CD8^+^ T cell lineage commitment.

## Discussion

This study identifies the translation initiation factor eIF4G2 as a critical and selective regulator of CD8^+^ T cell lineage commitment. We demonstrate that eIF4G2 is essential for maintaining IL-7R signaling in developing thymocytes. Its deficiency ablates IL-7-dependent gene activation, severely blocks CD8^+^ lineage commitment, and reveals a previously unrecognized translational control point in T cell fate determination.

Although transcriptomic profiling is widely used to infer protein expressions, growing evidence suggests a poor correlation between mRNA abundance and protein levels. Underscoring the critical role of translational control in determining protein composition.^22^^,^^23^ Despite this, the contribution of translation factors to lymphocyte development remains largely unexplored. Our study revealed that eIF4G2, a factor implicated in both canonical and selective translation, is essential for a specific stage of T cell development, highlighting that post-transcriptional regulation is not merely permissive but instructive in immune cell differentiation.

The γc cytokines, particularly IL-7, are known to be the most critical factor in CD8^+^ T cell lineage commitment.^21^^,^^24^^,^^25^ In CD4^+^CD8^lo^ transitional thymocytes, effective IL-7 signaling activates STAT5 and STAT6, driving the expression of lineage-defining transcription factors such as Runx3.^3^ How this pathway is quantitatively tuned to ensure faithful lineage decisions remains unclear. Here, building on our integrated analysis combining single-cell transcriptomics with functional validation, we defined eIF4G2 as a translational rheostat that sets the threshold for IL-7 responsiveness by controlling IL-7R complex availability. The specificity of this regulation is striking, as no similar effect on proximal TCR signaling or other cytokine receptors, including IL-4Rα and GP130 (Figures 5G–5K), indicating the selective safeguards for IL-7R axis.

Mechanistically, eIF4G2 maintains γc expression post-transcriptionally. The unchanged *Il2rg* mRNA levels, unaltered protein stability, and most decisively, the loss of regulation upon removal of γc mRNA UTRs collectively demonstrate that eIF4G2 facilitates γc synthesis via a UTR-dependent translational mechanism (Figure 6H). This finding provides a molecular explanation for the dynamic regulation of γc protein levels observed in thymocytes and challenges the notion of its constitutive expression.^21^^,^^26^^,^^27^

Our data reveal that in eIF4G2 deficient thymocytes, impaired IL-7 signaling is accompanied by reduced *Il7r* transcription. This positive correlation contrasts with the negative feedback mechanism described in activated peripheral T cells, where IL-7 suppresses its own receptor expression.^28^ Instead, it aligns with scenarios observed in other contexts, such as germinal center B cells, where IL-7 can induce *Il7r* expression.^29^ This suggests that the relationship between IL-7 signaling and IL-7Rα expression is context-dependent, and during thymic CD8^+^ lineage commitment, a positive, reinforcing loop may be operational.

In addition to the profound block in CD8^+^ lineage commitment, *Eif4g2* deficiency resulted in milder but significant reduction in mature CD4 SP thymocytes. Unlike the CD8^+^ lineage, whose commitment is strictly dependent on a strong IL-7 signal, CD4 SP was primarily instructed by TCR-mediated signals.^30^ However, their post-selection maturation and intrathymic survival are critically dependent on sustained IL-7R signaling. Thus, the reduction in mature CD4 SP cells in the *Eif4g2* deficient thymus is most parsimoniously explained as a secondary survival defect, stemming from the diminished IL-7R availability. This interpretation is consistent with the unaltered frequency of immature CD4 SP cells (Figure 3E), which represent the stage immediately after CD4^+^ lineage commitment.

The reduction in γc expression resulting from *Eif4g2* deletion extends its potential impact beyond the IL-7 pathway to other γc-dependent cytokines,^5^ such as IL-2 and IL-15, which are critical for the development of Treg and NKT cells. Although surface assembly of the IL-2 receptor remained intact, diminished γc availability may lower signaling efficiency, offering a plausible mechanism for the observed reductions in thymic Treg and NKT cells beyond a general block at the SP stage. This is supported by our findings that γc expression is significantly reduced on CD4 SP thymocytes (the direct precursors of Tregs), while the expression of the IL-2 receptor α chain remains unchanged (Figure 5N). The resultant compromise in IL-2 receptor signaling competence provides a specific and parsimonious explanation for the impaired development of CD25^+^Foxp3^+^ Tregs in *Eif4g2* deficient mice. Thus, eIF4G2 emerges not merely as a facilitator of IL-7 signaling but as a broader translational coordinator of γc cytokine responses, fine-tuning multiple lineage outcomes during thymocyte development.

In conclusion, we define a translational control layer in T cell development, wherein eIF4G2 selectively licenses CD8^+^ lineage commitment by ensuring the expression of key cytokine receptor subunits. This work shifts the paradigm from viewing translation as a generic housekeeping process to recognizing factor driven, mRNA-specific translation as a powerful mechanism for precise spatial and temporal control in cell fate decisions.

### Limitations of the study

While our study establishes that eIF4G2 sustains IL-7R expression via bipartite control of γc translation and IL-7Rα transcription, several mechanistic and biological questions remain. First, we did not globally profile the translatome in the relevant thymic subsets, therefore, the full spectrum of mRNAs whose translation depends on eIF4G2 remains undefined. Second, the precise step in translation initiation regulated by eIF4G2 on the γc mRNA is unknown. Third, the reduction in IL-7Rα mRNA could be an indirect consequence of diminished IL-7R signaling or may involve more direct transcriptional regulation. Forth, although our focused audit pinpointed the JAK-STAT axis as the definitive lesion, the numerous other transcriptional alterations observed, particularly in metabolic and adhesion pathways, may represent secondary adaptations or unmask additional, subtler functions of eIF4G2 that our current analysis did not capture. Finally, our work centers on a late developmental checkpoint. Whether eIF4G2 governs earlier thymic stages or peripheral T cell homeostasis through similar or distinct mechanisms awaits future investigation.

## Resource availability

### Lead contact

Requests for further information and resources should be directed to and will be fulfilled by the lead contact, Xueting Lang ().

### Materials availability

Materials listed in this manuscript are available from the lead contact upon reasonable request.

### Data and code availability

• Data: The single-cell RNA sequencing data have been deposited in the NCBI Gene Expression Omnibus (GEO) database, with the corresponding accession numbers GEO: GSE317990, are publicly available. Custom R scripts for RNA analysis used in this paper are also available upon request. All original data have been deposited at Mendeley Data: https://data.mendeley.com/datasets/8fzxckf7ym/2 and are publicly available as of the date of publication.
• Code: This paper does not report original code.
• Other items: Additional data required for reanalysis of this study can be obtained from the corresponding author upon reasonable request.

## Acknowledgments

We thank Dr. Yuanwei Zhang for his expert technical assistance with single-cell RNA sequencing data analysis. We also acknowledge the Core facility of Institute of Health and Medicine, Hefei Comprehensive National Science Center for animal care and technical support. This work was supported in part by the 10.13039/501100001809National Natural Science Foundation of China to X.L. (reference number 82371854); the Anhui Key Research and Development Plan (reference number 2023z04020011); the start-up funds from the Institute of Health and Medicine, Hefei Comprehensive National Science Center (reference number 2022KYQD008).

## Author contributions

Conceptualization, funding acquisition, project administration, supervision, writing review and editing: W.X., T.J., and X.L.; investigation, formal analysis, validation, visualization, writing original draft: J.C. and X.Z.; investigation, methodology Y.Y. and L.S.; data curation, writing review and editing: Y.L. and L.J.

## Declaration of interests

The authors declare no competing interests.

## Declaration of generative AI and AI-assisted technologies in the writing process

During the preparation of this work, the authors used DeepSeek Chat solely for the purpose of improving the readability and polish the English language of the manuscript. The tool was not used to generate or analyze any research data or scientific conclusions. After using this tool, the authors reviewed and edited the content as needed and take full responsibility for the content of the publication.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Mouse Monoclonal Anti-beta-Actin (8H10D10)	Cell Signaling Technology	Cat# 3700S; RRID: AB_2242334
Rabbit Monoclonal Anti-eIF4G2/p97 (D1A10)	Cell Signaling Technology	Cat# 3468S; RRID: AB_2261993
Rabbit Monoclonal Anti-Phospho-Stat5 (Tyr694) (D47E7)	Cell Signaling Technology	Cat# 4322T; RRID: AB_10544692
Rabbit Monoclonal Anti-Phospho-Stat6 (Tyr641) (D8S9Y)	Cell Signaling Technology	Cat# 56554S; RRID: AB_2799514
Rabbit Polyclonal anti-IL-7Rα/CD127	Proteintech	Cat# 17626-1-AP; RRID: AB_2126105
Rabbit Polyclonal anti-IL-2RG	Proteintech	Cat# 11409-1-AP; RRID: AB_2264645
Rabbit Polyclonal anti-STAT5A/B	Proteintech	Cat# 13179-1-AP; RRID: AB_2196760
Rabbit Polyclonal anti-STAT6	Proteintech	Cat# 51073-1-AP; RRID: AB_2197244
Rabbit Polyclonal anti-eIF4G1	Proteintech	Cat# 15704-1-AP; RRID: AB_2261979
HRP-conjugated Goat Anti-Mouse IgG (H+L)	Proteintech	Cat# SA00001-1; RRID: AB_2722565
HRP-conjugated Donkey Anti-Rabbit IgG (H+L)	Proteintech	Cat# SA00001-9; RRID: AB_2890888
Rat Monoclonal Anti-CD8α (53-6.7), FITC	Thermo Fisher Scientific	Cat# 11-0081-82; RRID: AB_464915
Rat Monoclonal Anti-CD4 (GK1.5), FITC	Thermo Fisher Scientific	Cat# 11-0041-85; RRID: AB_464893
Armenian hamster Monoclonal Anti-CD69 (H1.2F3), FITC	Thermo Fisher Scientific	Cat# 11-0691-82; RRID: AB_465119
Rat Monoclonal Anti-TNF alpha (MP6-XT22), APC	Thermo Fisher Scientific	Cat# 17-7321-82; RRID: AB_469508
Rat Monoclonal Anti-FOXP3 (FJK-16s), FITC	Thermo Fisher Scientific	Cat# 11-5773-82; RRID: AB_465243
Rat Monoclonal Anti-CD127 (A7R34), PE	Thermo Fisher Scientific	Cat# 12-1271-81; RRID: AB_465843
Rat Monoclonal Anti-CD3 (17A2), APC	Thermo Fisher Scientific	Cat# 17-0032-82; RRID: AB_10597589
Mouse Monoclonal Anti-CD45.2 (104), PE-Cyanine7	Thermo Fisher Scientific	Cat# 25-0454-82; RRID: AB_2573350
Rat Monoclonal Anti-IFN gamma (XMG1.2), PerCP-Cyanine5.5	Thermo Fisher Scientific	Cat# 45-7311-82; RRID: AB_1107020
Armenian hamster Monoclonal Anti-TCR beta (H57-597), FITC	Thermo Fisher Scientific	Cat# 11-5961-82; RRID: AB_465323
Rat Monoclonal Anti-CD25 (PC61.5), PE-Cyanine7	Thermo Fisher Scientific	Cat# 25-0251-82; RRID: AB_469608
Mouse Monoclonal Anti-CD4 (RM4-5), PE-Cyanine7	Thermo Fisher Scientific	Cat# 25-0042-82; RRID: AB_469578
Rat Monoclonal Anti-CD62L (MEL-14), PE	Thermo Fisher Scientific	Cat# 12-0621-81; RRID: AB_465720
Rat Monoclonal Anti-CD44, PerCP	BioLegend	Cat# 103035; RRID: AB_10639933
Armenian hamster Monoclonal Anti-TCR γ/δ, APC	BioLegend	Cat# 118115; RRID: AB_1731824
Rat Monoclonal Anti-CD132 (common γ chain), PE	BioLegend	Cat# 132305; RRID: AB_2123703
Rat Monoclonal Anti-CD130 (gp130), APC	BioLegend	Cat# 149405; RRID: AB_2927933
Rat Monoclonal Anti-CD124 (IL-4Rα), PE/Cyanine7	BioLegend	Cat# 144805; RRID: AB_2565598
Mouse Monoclonal Anti-NK-1.1, PE/Cyanine7	BioLegend	Cat# 108714; RRID: AB_389364
Rat Monoclonal Anti-CD8α, Brilliant Violet 421	BioLegend	Cat# 100737; RRID: AB_10897101
Mouse Monoclonal Anti-CD45.2, PE	BioLegend	Cat# 109807; RRID: AB_313444
Armenian hamster Monoclonal Ultra-LEAF™ Purified Anti-TCR β chain	BioLegend	Cat# 109253; RRID: AB_2813970
Rat Monoclonal Ultra-LEAF™ Purified Anti-CD2	BioLegend	Cat# 100118; RRID: AB_2832256
Pharmingen™ Purified NA/LE Hamster Anti-Mouse CD28	BD Biosciences	Cat# 553294; RRID: AB_394763
Pharmingen™ Purified NA/LE Hamster Anti-Mouse CD3e	BD Biosciences	Cat# 553057; RRID: AB_394590

**Chemicals, peptides, and recombinant proteins**		

Mouse IL-2 Recombinant Protein	PeproTech	Cat# 212-12
Mouse IL-7 Recombinant Protein	PeproTech	Cat# 217-17
2-Mercaptoethanol	Gibco	Cat# 21985023
RPMl Medium 1640 basic (1X)	Gibco	Cat# 8123426
Fetal Bovine Serum (FBS)	Gibco	Cat# 10091148
Phosphate Buffered Saline (PBS) pH 7.4 (1X)	Gibco	Cat# 10010023
Opti-MEM™ I Reduced Serum Medium	Gibco	Cat# 11058021
Penicillin-Streptomycin Solution, 100X	Beyotime	Cat# C0222
DMEM (High Glucose) Medium	Biochannel	Cat# BC-M-005
Annexin V, APC	BioLegend	Cat# 640920
TRIzol Reagent	Invitrogen	Cat# AM9738
Trypan Blue solution	Sigma	Cat# 72-57-1

**Critical commercial assays**		

Lipofectamine™ RNAiMAX	Invitrogen	Cat# 13778075
Lipofectamine™ 2000	Invitrogen	Cat# 11668019
LIVE/DEAD™ Fixable Yellow Dead Cell Stain Kit	Invitrogen	Cat# L34968
RevertAid RT Kit	Thermo Fisher Scientific	Cat# K1691
2X Universal SYBR Green Fast qPCR Mix	Abclonal	Cat# RK21203
Cell Stimulation Blend (Plus Protein Transport Inhibitor) (500X)	eBioscience	Cat# 00-4975-93
Foxp3/Transcription Factor Staining Buffer Set	eBioscience	Cat# 00-5523-00
EasySep™ Mouse Pan-Naïve T Cell Isolation Kit	STEMCELL	Cat# 19848RF
DNBelab C Series High-throughput Single-cell RNA Library Preparation Set V3.0 (TaiM 4)-16RXNS/SET	MGI Tech	Cat# 940-001818-00
Tanon™ ECL chemiluminescent substrates	Tanon	Cat# 1805001
123count eBeads™ Counting Beads	Invitrogen	Cat# 01-1234-42

**Deposited data**		

Raw and analyzed data	Jingchang Ma et al.	GEO: GSE194270
Raw data for scRNA-seq	this paper	GEO: GSE317990
Data and statistical analysis	this paper	Mendeley: access link https://doi.org/10.17632/8fzxckf7ym.1.

**Experimental models: Cell lines**		

293T	ATCC	ATCC CRL-3216

**Experimental models: Organisms/strains**		

Mouse: C57BL/6JGpt-Eif4g2em1Cflox/Gpt	GemPharmatech	Strain# T008923; RRID: IMSR_GPT: T008923
Mouse: B6.Cg-Tg(Cd4-cre)1Cwi/BfluJ	The Jackson Laboratory	Strain# 022071; RRID: IMSR_JAX: 022071

**Oligonucleotides**		

siRNA sequence for Human *EIF4G2* 1#: GCAGUUAGCUAAAUUACAAGA	This paper	N/A
siRNA sequence for negative control NCUUCUCCGAACGUGUCACGUdTdT	This paper	N/A
Primers for Human *EIF4G2* Forward: TGGAGAGTGCGATTGCAGAA Reverse: TAGTGCTTCGTGCAGGAATC	This paper	N/A
Primers for Human *IL2RG* Forward: GGGCTGAACACGACAATTCT Reverse: TCAGAGCTGCTGTTCCAAGT	This paper	N/A
Primers for Human *ACTB* Forward: CATGTACGTTGCTATCCAGGC Reverse: CTCCTTAATGTCACGCACGAT	This paper	N/A
Primers for mouse *Actb* Forward: GGCTGTATTCCCCTCCATCG Reverse: CCAGTTGGTAACAATGCCATGT	This paper	N/A
Primers for mouse *Eif4g2* Forward: AGTGCGATTGCAGAAGGGG Reverse: GTGCTTCGTGCAGGAATCCA	This paper	N/A
Primers for mouse *Eif4g1* Forward: AAGCGACACAAATGAACACG Reverse: CCCCTGTCCAGGGATATAGT	This paper	N/A
Primers for mouse *Runx3* Forward: GACTCCTTCCCCAACTATACACC Reverse: CGCTGTTCTCGCCCATCT	This paper	N/A
Primers for mouse *Bcl2* Forward: ATGCCTTTGTGGAACTATATGGC Reverse: GGTATGCACCCAGAGTGATGC	This paper	N/A
Primers for mouse *Il7r* Forward: GCGGACGATCACTCCTTCTG Reverse: AGCCCCACATATTTGAAATTCCA	This paper	N/A
Primers for mouse *Il2rg* Forward: CTCAGGCAACCAACCTCAC Reverse: GCTGGACAACAAAT GTCTGGTAG	This paper	N/A

**Recombinant DNA**		

Plasmid: pCMV-*IL2RG* CDS	This paper	N/A
Plasmid: pCMV-*IL2RG* CDS with 5′ and 3′ UTRs	This paper	N/A
Plasmid: pCMV-Empty	This paper	N/A

**Software and algorithms**		

ImageJ	NIH	https://imagej.net
Prism 9	Graphpad	RRID: SCR_002798
RStudio	RStudio (v 4.0.5)	https://posit.co/download/rstudio-desktop/
FlowJo	BD Biosciences	https://www.flowjo.com/solutions/flowjo
Seurat	Seurat package (v4.3.0)	https://github.com/satijalab/seurat
clusterProfiler	clusterProfiler package (v4.2.2)	https://github.com/YuLab-SMU/clusterProfiler
ggplot2	ggplot2 package (v3.3.5)	https://ggplot2.tidyverse.org/
ComplexHeatmap	ComplexHeatmap package (v2.10.0)	https://github.com/jokergoo/ComplexHeatmap

### Experimental model and participant details

#### Animals

*Eif4g2*^flox/flox^ mice (Strain NO. T008923) were purchased from GemPharmatech and *Cd4*-*Cre* mice were obtained from Jackson Laboratary (Strain NO. 022071). To generate *Eif4g2*^flox/flox^ *Cd4*-*Cre* (*Eif4g2* cKO) mice, *Eif4g2*^flox/flox^ mice were crossed with *Cd4*-*Cre* mice, and the mouse line was maintained on a C57BL/6 background. Both male and female mice were used in this study, ranging from 6 to 12 weeks of age. No significant sex-specific differences were observed in the analyzed phenotypes; therefore, data from both sexes were pooled for analysis unless otherwise indicated. All mice were maintained under SPF housing with a maximum of five mice per cage. The care and breeding of mice and all animal experiments were conducted in accrordance with the guidelines approved by the Institutional Animal Care and Use Committee (IACUC) of the Institute of Health and Medicine, Hefei Comprehensive National Science Center.

#### Cell lines

293T cells were purchased from ATCC and cultured in DMEM medium. The cell line was authenticated by the supplier using short tandem repeat (STR) profiling and was used within six months of resuscitation. All cells were cultured in the indicated medium supplemented with 10% fetal bovine serum (FBS, Gibco) and 1% penicillin-streptomycin at 37°C with 5% CO2. Cells were confirmed to be mycoplasma free by PCR.

#### Primary cell culture

Primary lymphocytes from thymus and spleen were cultured in RPMI 1640 medium containing 10% FBS, 1% penicillin-streptomycin, and 50 μM β-mercaptoethanol. Specific subsets were subsequently isolated and subjected to cytokine stimulation, survival, or activation detection under specified for each assay.

### Method details

#### Western blot

Protein was extracted from the cells with RIPA buffer (Beyotime) supplemented with 100× protease inhibitor (Thermo Fisher Scientific). Proteins were separated by SDS-polyacrylamide gel electrophoresis (SDS-PAGE) and transferred onto polyvinylidene difluoride (PVDF) membranes (Millipore). Membranes were blocked with 5% non-fat milk or bovine serum albumin (BSA) in Tris-buffered saline containing 0.1% Tween-20 (TBST) for 1 hour at room temperature and then incubated overnight at 4 °C with the following primary antibodies diluted in blocking buffer: eIF4G2 (CST, 3468S), β-actin (CST, 3700S), eIF4G1 (Proteintech, 15704-1-AP), IL-7Rα (Proteintech, 17626-1-AP), γc (Proteintech, 11409-1-AP), STAT5 (Proteintech, 13179-1-AP), phospho STAT5 (CST, 4322T), STAT6 (Proteintech, 51073-1-AP), mouse phospho STAT6 (CST, 56554S). After washing with TBST, membranes were incubated with horseradish peroxidase (HRP)-conjugated goat anti-mouse or anti-rabbit secondary antibody (Proteintech, SA00001-1; SA00001-9) for 1 hour at room temperature. Protein bands were visualized using an enhanced chemiluminescence (ECL) substrate (Tanon, 1805001) and imaged with a chemiluminescence detection system (Tanon). Band intensities were quantified using ImageJ software (National Institutes of Health), normalized to β-actin or total protein loading controls, and presented as relative expression levels.

#### Flow cytometry analysis

Single-cell suspensions from mouse thymus and purified cell samples were prepared by filtering through a 70 μm strainer. For extracellular staining, samples were resuspended in fluorescence-activated cell sorting (FACS) buffer (PBS containing 2% FBS and 2 mM EDTA) with fluorochrome-conjugated anti-mouse antibodies and incubated at 4 °C for 30 minutes. The stained samples were then washed with FACS buffer. For intracellular staining, samples were fixed and permeabilized with 1× FoxP3 Fixation/Perm buffer (Thermo Fisher Scientific) for 1 hour at 4 °C, washed with 1× permeabilization buffer, and then stained with specific antibodies in permeabilization buffer for 30 minutes at 4 °C. For absolute cell number analysis, 123count eBeads™ counting beads (Thermo Fisher Scientific) were added to each sample prior to acquisition. Beads were vortexed thoroughly for 15–30 seconds to ensure a homogeneous suspension, and 100 μL of beads were added to a minimum sample volume of 300 μL. The exact number of cells per sample was calculated based on the known bead concentration and the acquired bead-to-cell event ratio. All samples were analyzed on a BD LSRFortessa, and data were processed using FlowJo software.

#### Cell purification and stimulation

CD4^+^CD8^lo^ transitional cells or DP cells were sorted from total thymic cell suspensions by CytoFLEX SRT cell sorter (Beckman Coulter). The targeted populations were identified and gated based on the expression of CD4 and CD8. For subsequenct stimulation assays, transitional cells were cultured in RPMI 1640 medium containing 10% FBS and β-Mercaptoethanol, simultaneously, stimulated with IL-7 (10 ng/mL) for 20 hours and used for subsequent analysis. DP cells were used for independent TCR stimulation assays with anti-TCRβ and anti-CD2. Naïve T cells were isolated using the EasySep™ Mouse Pan-Naïve T Cell Isolation Kit (STEMCELL Technologies) according to the manufacturer’s instructions, and viable cell counts were determined by trypan blue exlusion under light microscopte.

#### T cell activation and function assay

Single-cell suspensions were prepared from mouse spleens by grinding through a 70μm cell strainer and resuspended in 1 mL FACS buffer. Isolated naïve T cells were resuspended at a density of 2 × 10^6^ cells/mL in complete RPMI 1640 medium (supplemented with 10% fetal bovine serum, 50 μM β-mercaptoethanol, and 10 ng/mL recombinant murine IL-2). Cells were seeded into 12-well plates pre-coated with anti-CD3ε (2 μg/mL) and anti-CD28 (1 μg/mL) antibodies and cultured for 48 hours to achieve full activation. After 48 hours, activated T cells were harvested and resuspended in fresh complete medium containing a cell stimulation cocktail (plus protein transport inhibitors; 1:500 dilution, eBioscience™) to reactivate cells and inhibit cytokine secretion. Cells were incubated at 37 °C for 4–6 hours, followed by surface and intracellular staining for flow cytometric analysis of cytokine production.

#### Single-cell RNA sequencing (scRNA-seq)

Thymus samples from 5-week-old WT and *Eif4g2* cKO mice were mechanically dissociated using a 70 μm nylon sterile strainer to obtain single-cell suspensions. The single-cell suspensions were stained with trypan blue (Sigma) and viable cells were counted microscopically. Only suspensions with cell viability above 90% were used. Cells were resuspended in PBS and adjusted to a density of 1 × 10^6^ cells/mL, then loaded onto microfluidic devices for library construction and sequencing. Single-cell RNA sequencing (scRNA-seq) libraries were constructed using the DNBelab C Series Single-Cell Library Preparation Set (V3.0) (MGI, Shenzhen, China) according to the manufacturer’s instructions. Briefly, the prepared single-cell suspension was loaded onto a microfluidic chip on the DNBelab C4 portable single-cell system to co-encapsulate individual cells with barcoded magnetic beads. In each droplet, the cell was lysed, and the released mRNA molecules were captured by the beads. Following this, the emulsion was broken, and the mRNA-bound beads were collected for reverse transcription, followed by cDNA amplification and library construction. The quality of the final libraries was evaluated using an Agilent 2100 Bioanalyzer, and the concentration was quantified via Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific). Qualified libraries were converted into DNA nanoballs (DNBs) and sequenced on the DNBSEQ-T7 platform (MGI) with a paired-end 100 bp (PE100) sequencing strategy.

#### scRNA-seq data analysis

##### Data sources

Single-cell RNA-seq (scRNA-seq) data from mouse thymus were derived from two independent sources: a publicly available dataset of thymus tissue from 5-week-old mice (GEO: GSE194270^18^), and a newly generated dataset in this study from thymocytes of *Eif4g2* cKO mice and their wild-type littermate controls. The raw sequencing data for the latter have been deposited in the NCBI Sequence Read Archive under BioProject (GEO: GSE317990). These data will be made publicly accessible upon manuscript acceptance.

##### Uniform data processing and quality control

Both datasets were subsequently analyzed with the Seurat R toolkit (version 4.0.5 in R v4.1.1).^31^^,^^32^ Low-quality cells were excluded based on the following quality control standards: (1) genes detected in fewer than 3 cells were excluded; (2) cells with fewer than 50 total detected genes were excluded; and (3) cells with mitochondria-expressed genes exceeding 10% were excluded. Data were normalized, scaled, and the top variable features were selected for principal component analysis (PCA).

##### Cell clustering and visualization

Cells clustering was performed using FindClusters and UMAPPlot functions in Seurat. Clusters were annotated based on marker genes identified by the FindAllMarkers function, with the following annotations and marker genes used.

For the public dataset, the following annotations and key marker genes were used: CD4 CD8 double negative T cells (DN; *Ptcra*, *Trdc*); CD4 CD8 double-positive T cells at proliferating phase (DP; *Cd4*, *Cd8α*, *Rorc*, *Mki67*, *Ccnd3*, *Rag1*, *Rag2*); CD8^+^ T (*Cd8α*, *Nkg7*, *Ms4a4b*, *Klrb1*); CD4^+^ T (*Bcl2*, *Lef1*, *Tox*, *Itm2a*); natural killer T cells (NKT) (*Cd3d*, *Klrd1*, *Klrc2*, *Nkg7*, *Xcl1*); γδT (*Cd4*-, *Cd8a*-, *Trdc*, *Trgv2*, *Tcrg-C1*, *Tcrg-C2*). For each member of the eIF family, the expression ratio in DP versus DN cells was calculated and ranked. Results were visualized using the ggplot2 R package (v3.3.5).

For the newly generated dataset, the following annotations and key marker genes were used: B lymphocytes (*Ms4a1, Cd79a, Cd79b)*; Thymic epithelial cells (*Epcam, Krt8, Cdh1, Aire, Ccl19*); Fibroblasts (*Col1a2, Col1a1*); Conventional type 1 dendritic cells (cDC1) (*Xcr1, Clec9a*); Plasmacytoid dendritic cells (pDCs) (*Siglech, Bst, Tlr7*); Neutrophils (*Lyz, Lcn2, Camp, Csf3r, Cxcr2*); Conventional type 2 dendritic cells (cDC2) (*Cd209a, Irf8*) Migratory dendritic cells (Migratory DCs) (*Ccr7, Ccl22, Ccl17, Nudt17, Cacnb3*); Cycling cells (*Mki67, Top2a, Stmn1*); Macrophages (*Mrc1, C1qc, C1qb, Cd68*); Monocytes (*Ly6c2, Ccr2, Chil3, Cx3cr1, Ifitm3*); and T cells (*Cd3d/e/g, Cd2, Trac, Trbc1*). Annotations and genes for subtypes of T cells are shown below: double negative T cells (DN; *Ptcra, Trdc*); CD4/CD8 double-positive T cells at proliferating phase (DP; *Cd4, Cd8a, Rorc, Mki67, Ccnd3*, *Cd4, Cd8a, Rag1, Rag2*); CD4^+^ SP (*Bcl2, Lef1, Tox, Itm2a*); CD8^+^ SP (*Cd8a, Nkg7, Ms4a4b, Klrb1*); CD4^+^CD8^lo^ (*Cd4-high, Cd8a-low*). To identify transcriptional changes resulting from *Eif4g2* deletion, differential gene expression analysis was conducted. Specifically, we compared cells within the CD8^+^ SP cluster and the CD4^+^CD8^lo^ clusters between WT and *Eif4g2* cKO mice using the FindMarkers function in Seurat (Wilcoxon rank-sum test). Genes with a p value < 0.05 and an absolute log2 fold-change > 0.5 were considered significantly differentially expressed. Significantly dysregulated genes were subsequently subjected to Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis using the clusterProfiler package (v4.2.2). Heatmaps depicting differential expression patterns and bar plots summarizing enriched pathways were generated using the ComplexHeatmap and ggplot2 packages, respectively.

#### Quantitative PCR analysis

Total RNA was extracted using TRIzol reagent (Invitrogen) followed by phenol-chloroform phase separation and isopropanol precipitation. Complementary DNA (cDNA) was synthesized from 1 μg of total RNA using the SuperScript™ III First-Strand Synthesis System (Invitrogen, K1691) with oligo(dT) primers, according to the manufacturer’s protocol. Quantitative PCR (qPCR) was performed using SYBR Green master mix (Abclonal, RK21203) on a StepOnePlus™ Real-Time PCR System (Applied Biosystems. The housekeeping gene *Actb* (β-actin) was used as an internal reference for normalization. Relative mRNA expression levels were calculated using the 2^−ΔΔCt^ method and are presented as fold change relative to the indicated control groups.

#### Cell death quantification

Cell death was assessed using the LIVE/DEAD™ Fixable Yellow Dead Cell Stain Kit (Invitrogen, L34968). Cells were resuspended in phosphate-buffered saline (PBS) and incubated with the viability dye for 15 minutes at room temperature in the dark. Unbound dye was removed by washing with PBS and analyzed by flow cytometry. To specifically assess apoptosis in peripheral naïve T cells following IL-7 stimulation, an Annexin V-based assay was performed. Cells were harvested after IL-7 treatment, washed with cold PBS, and resuspended in 1× Annexin V Binding Buffer. They were then stained with APC-conjugated Annexin V (BioLegend) and analyzed by flow cytometry.

#### Transfections of siRNA and plasmids

293T cells were seeded in 12-well plates and cultured until reaching approximately 60%-80% confluence. Cells were transfected either with a non-targeting control siRNA (si-Control) or human *EIF4G2* targeting siRNA (si-*EIF4G2*) (Sangon Biotech) using Lipofectamine RNAiMAX transfection reagent (Invitrogen). Cells were maintained in normal growth medium, with medium changes and passaging as needed, for 48–72 hours to achieve stable knockdown before proceeding to plasmid transfection. The coding sequence (CDS) of human *IL2RG* (encoding γc) was cloned—with or without its native 5′ and 3′ untranslated regions (UTRs)—into an appropriate mammalian expression vector using PCR and homologous recombination. For the overexpression assay, the si-*EIF4G2* cells and si-Control cells were transfected with 500ng of respective *IL2RG* expresson plasmid using Lipofectamine 2000 (Invitrogen). Cells were harvested 16 hours after plasmid transfection. Whole-cell lysates were prepared and subjected to western blotting to assess γc protein expression levels.

### Quantification and statistical analysis

Unless otherwise specified, statistical analyses for comparisons between two groups were performed using an unpaired, two-tailed Student’s t-test. Data are presented as mean ± SEM. A p value of < 0.05 was considered statistically significant. Sample sizes for animal and cell-based experiments were determined based on empirical observations from pilot studies and prior literature in the field, and no formal statistical method was used for sample size predetermination. All statistical tests for experimental data were conducted using GraphPad Prism software (version 9.0), and for scRNA-seq data, differential expression analysis (Wilcoxon rank-sum test) was followed by KEGG pathway enrichment analysis within defined cell clusters.

# Supplementary material for: Translation factor eIF4G2 directs CD8+ T cell lineage commitment by selectively enabling the IL-7 receptor response
**Source:** iScience. 2026 Mar 11;29(4):115313. doi: 10.1016/j.isci.2026.115313

## **Supplemental information**

### **Translation factor eIF4G2 directs CD8<sup>+</sup> T cell lineage commitment by selectively enabling the IL-7 receptor response**

**Jialong Cui, Xinhui Zhang, Yang Yang, Lidong Shan, Yang Li, Long Jiang, Wei Xie, Tengchuan Jin, and Xueting Lang**

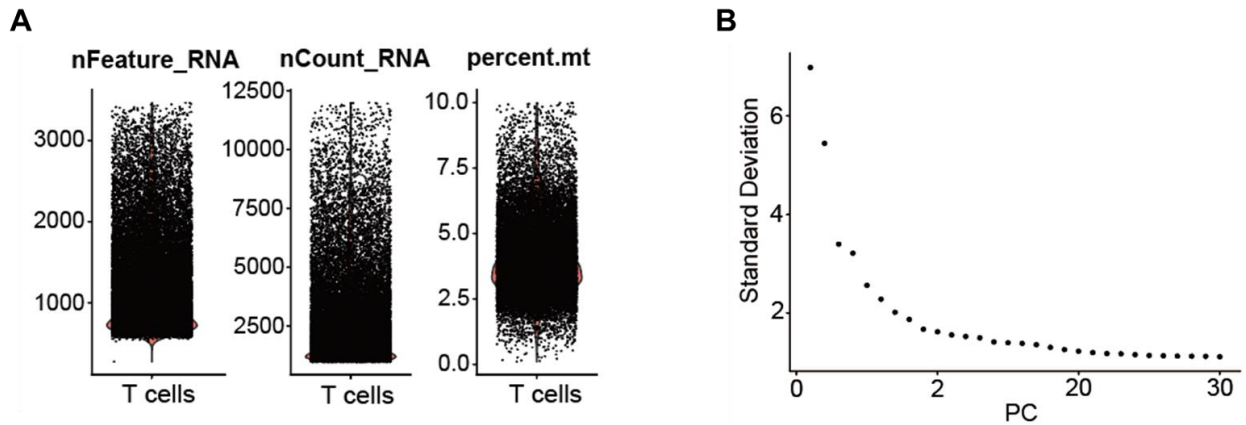

**Figure S1. Quality control and initial dimensionality reduction of thymic scRNA-seq data, related to Figure 1.**

(A) Violin plots showing the distribution of key quality control metrics across all cells before filtering: the number of unique genes detected per cell (nFeature\_RNA), total UMI counts per cell (nCount\_RNA), and percentage of mitochondrial gene expression per cell (percent.mt). Dotted lines indicate the threshold used for filtering; (B) Principal component analysis (PCA) plot of the filtered dataset. The plot displays the first 30 principal components, which were selected for downstream analysis based on an elbow plot of explained variance.

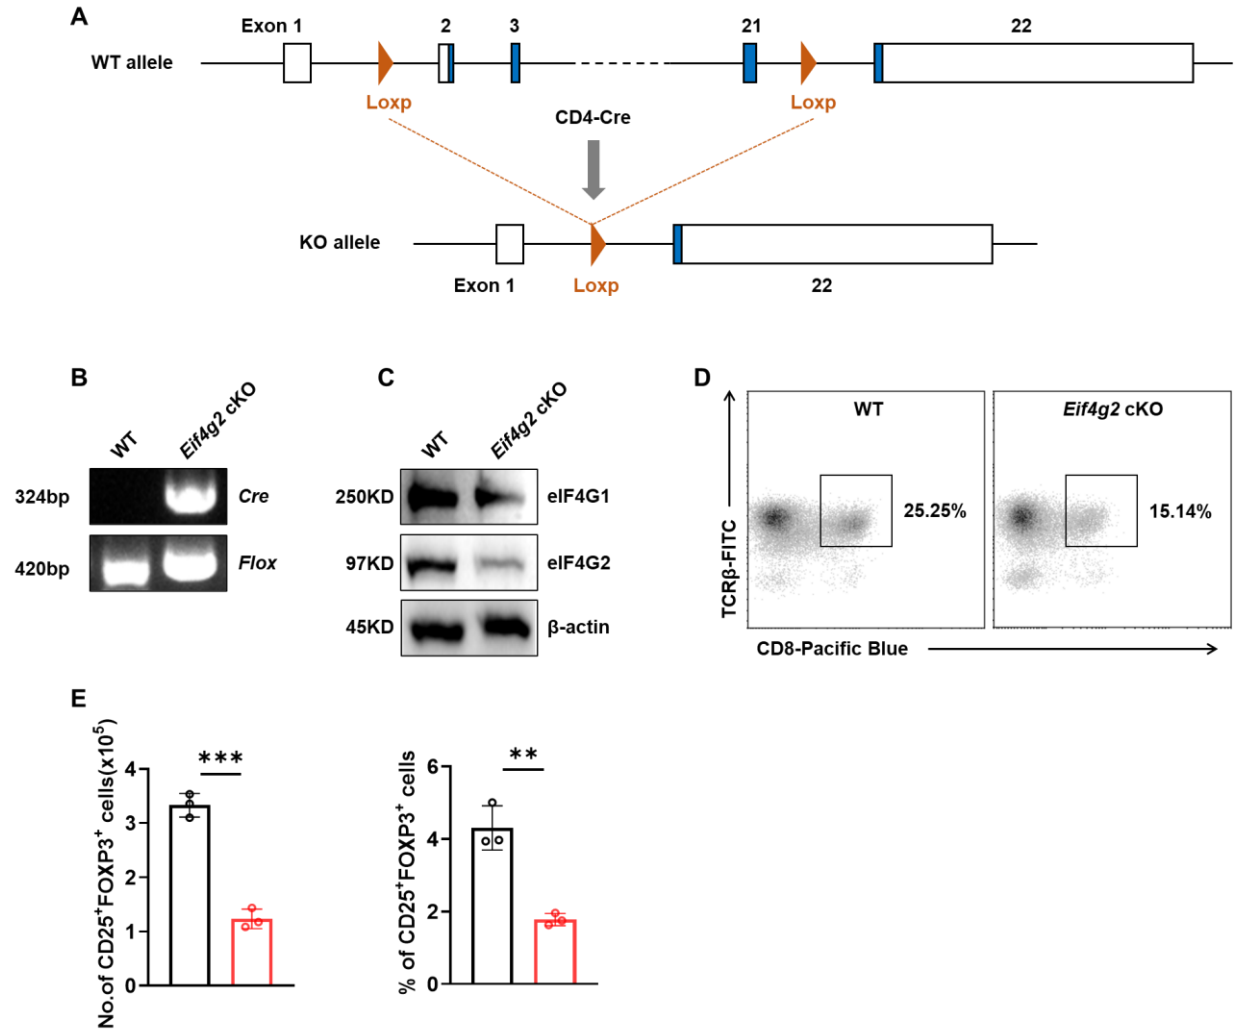

**Figure S2. Characterization of *Eif4g2* cKO mice, related to Figure 2.**

(A) Schematic of the generation strategy for *Eif4g2*<sup>flox/flox</sup> *Cd4-Cre* mice generation; (B) PCR genotyping of WT and *Eif4g2* cKO mice; (C) Western blot analysis for eIF4G1 and eIF4G2 protein level in thymocytes; (D) Gating strategy for identifying mature CD8 SP (CD8<sup>+</sup>TCRβ<sup>+</sup>) cells; (E) Absolute number and frequency of mature Treg cells (CD25<sup>+</sup>Foxp3<sup>+</sup>) in CD4<sup>+</sup> T cells. n=3 mice per group, \*\*p < 0.01, \*\*\*p < 0.001. Data are representative of at least two independent experiments. Bar graphs show mean ± SEM and unpaired Students' t-test was used to perform the statistical analysis.

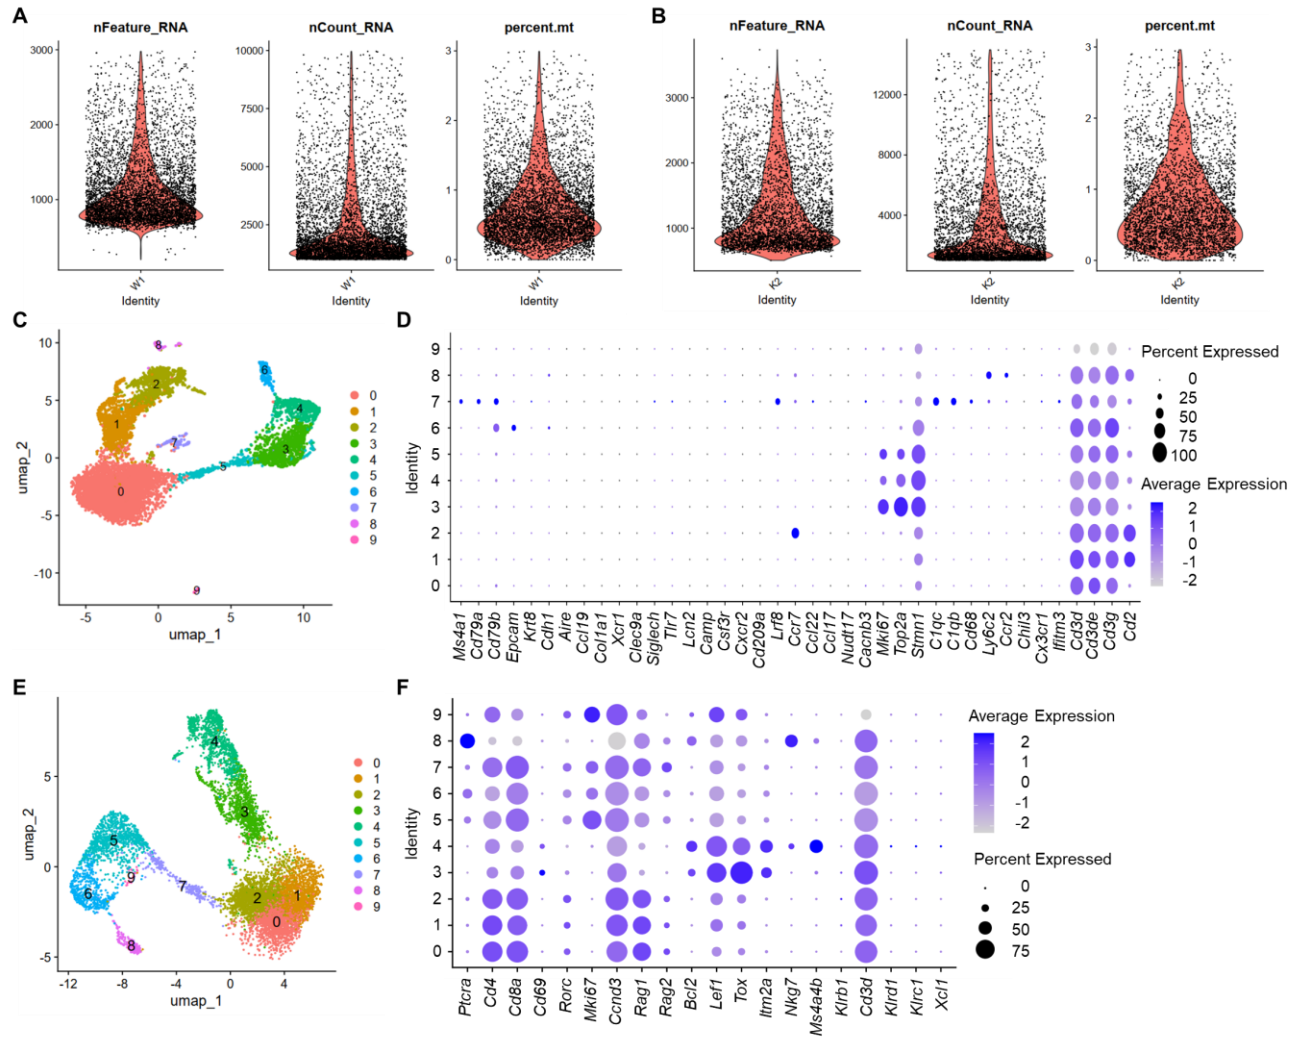

**Figure S3. Quality control, unsupervised clustering, and annotation of thymic scRNA-seq data, related to Figure 4.**

(A and B) Violin plots showing the distribution of quality control metrics (nFeature\_RNA, nCount\_RNA, and percent.mt) for cells from the W1 and K2 samples after applying filtering thresholds; (C) UMAP visualization of all thymic cells, colored by unsupervised clusters; (D) Dot plot showing the expression of canonical marker genes used to annotate the cell clusters in (C); (E) UMAP visualization of cells re-clustered from the T lineage subset, colored by sub-clusters. 

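In the deposited counts the WT library (W1) had a median of 1733 UMIs and 988 genes per barcode, and the *Eif4g2* cKO library (K2) a median of 2140 UMIs and 1111 genes. The fewest genes in a barcode were 40 and 61. UMIs per barcode reached 50432 in WT and 44595 in *Eif4g2* cKO. The median share of mitochondrial UMIs was 0.61% and 0.62%, and the highest was 6.25% and 6.84%. No barcode therefore passed the stated mitochondrial limit in either library, and the limit on genes acted on W1 alone.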

(F) Dot plot showing the expression of marker genes used to define the T-cell subpopulations in (E).

| ID       | Description                                            | RichFactor  | FoldEnrichment | zScore   | pvalue   | p.adjust | qvalue   |
|----------|--------------------------------------------------------|-------------|----------------|----------|----------|----------|----------|
| mmu04660 | T cell receptor signaling pathway                      | 0.106557377 | 5.56292189     | 7.083445 | 5.6E-07  | 0.000144 | 0.00011  |
| mmu04062 | Chemokine signaling pathway                            | 0.077319588 | 4.036537295    | 5.964735 | 4.58E-06 | 0.000589 | 0.000451 |
| mmu05135 | Yersinia infection                                     | 0.088235294 | 4.606401384    | 5.91499  | 1.12E-05 | 0.000958 | 0.000734 |
| mmu04520 | Adherens junction                                      | 0.097826087 | 5.107097187    | 5.528821 | 6.4E-05  | 0.003961 | 0.003034 |
| mmu04070 | Phosphatidylinositol signaling system                  | 0.09375     | 4.894301471    | 5.35613  | 8.94E-05 | 0.003961 | 0.003034 |
| mmu04670 | Leukocyte transendothelial migration                   | 0.084033613 | 4.387048937    | 5.192238 | 9.25E-05 | 0.003961 | 0.003034 |
| mmu04510 | Focal adhesion                                         | 0.064356436 | 3.359784508    | 4.731795 | 0.000135 | 0.00479  | 0.003669 |
| mmu04611 | Platelet activation                                    | 0.079365079 | 4.143323996    | 4.959964 | 0.000149 | 0.00479  | 0.003669 |
| mmu04810 | Regulation of actin cytoskeleton                       | 0.059574468 | 3.110137672    | 4.570983 | 0.000169 | 0.004817 | 0.00369  |
| mmu00310 | Lysine degradation                                     | 0.109375    | 5.710018382    | 5.281304 | 0.00021  | 0.005405 | 0.00414  |
| mmu04015 | Rap1 signaling pathway                                 | 0.060465116 | 3.156634747    | 4.464205 | 0.00025  | 0.00583  | 0.004465 |
| mmu04380 | Osteoclast differentiation                             | 0.073529412 | 3.83866782     | 4.655802 | 0.000279 | 0.005971 | 0.004573 |
| mmu05132 | Salmonella infection                                   | 0.055335968 | 2.888863055    | 4.249142 | 0.000361 | 0.006945 | 0.005319 |
| mmu04928 | Parathyroid hormone synthesis, secretion and action    | 0.077586207 | 4.050456389    | 4.616275 | 0.000378 | 0.006945 | 0.005319 |
| mmu04666 | Fc gamma R-mediated phagocytosis                       | 0.085106383 | 4.443053817    | 4.685463 | 0.000429 | 0.007357 | 0.005635 |
| mmu04917 | Prolactin signaling pathway                            | 0.094594595 | 4.938394277    | 4.750823 | 0.000519 | 0.008329 | 0.00638  |
| mmu05205 | Proteoglycans in cancer                                | 0.058823529 | 3.070934256    | 4.173504 | 0.000552 | 0.00835  | 0.006395 |
| mmu04517 | IgSF CAM signaling                                     | 0.05        | 2.610294118    | 3.953576 | 0.000651 | 0.009302 | 0.007124 |
| mmu04933 | AGE-RAGE signaling pathway in diabetic complications   | 0.079207921 | 4.135119394    | 4.423883 | 0.000696 | 0.009409 | 0.007206 |
| mmu04659 | Th17 cell differentiation                              | 0.076190476 | 3.977591036    | 4.284803 | 0.000899 | 0.011555 | 0.00885  |
| mmu05161 | Hepatitis B                                            | 0.06097561  | 3.183285509    | 3.937513 | 0.001211 | 0.014232 | 0.0109   |
| mmu04931 | Insulin resistance                                     | 0.072727273 | 3.796791444    | 4.120317 | 0.001218 | 0.014232 | 0.0109   |
| mmu04658 | Th1 and Th2 cell differentiation                       | 0.079545455 | 4.152740642    | 4.150028 | 0.001461 | 0.015641 | 0.01198  |
| mmu05235 | PD-L1 expression and PD-1 checkpoint pathway in cancer | 0.079545455 | 4.152740642    | 4.150028 | 0.001461 | 0.015641 | 0.01198  |
| mmu04650 | Natural killer cell mediated cytotoxicity              | 0.066666667 | 3.480392157    | 3.818487 | 0.002124 | 0.021474 | 0.016448 |
| mmu05221 | Acute myeloid leukemia                                 | 0.085714286 | 4.474789916    | 4.075954 | 0.002172 | 0.021474 | 0.016448 |
| mmu05212 | Pancreatic cancer                                      | 0.078947368 | 4.121517028    | 3.816342 | 0.003296 | 0.031369 | 0.024026 |
| mmu05202 | Transcriptional misregulation in cancer                | 0.048672566 | 2.540994274    | 3.272145 | 0.004157 | 0.038152 | 0.029221 |
| mmu04010 | MAPK signaling pathway                                 | 0.043478261 | 2.269820972    | 3.1123   | 0.004968 | 0.043665 | 0.033444 |
| mmu03018 | RNA degradation                                        | 0.072289157 | 3.773919206    | 3.545288 | 0.005097 | 0.043665 | 0.033444 |
| mmu04662 | B cell receptor signaling pathway                      | 0.071428571 | 3.728991597    | 3.508981 | 0.005404 | 0.044798 | 0.034312 |
| mmu04630 | JAK-STAT signaling pathway                             | 0.052631579 | 2.747678019    | 3.219542 | 0.005614 | 0.045085 | 0.034532 |
| mmu04725 | Cholinergic synapse                                    | 0.061403509 | 3.205624355    | 3.308572 | 0.006247 | 0.048654 | 0.037265 |
| mmu05162 | Measles                                                | 0.055172414 | 2.880324544    | 3.185762 | 0.006721 | 0.050806 | 0.038913 |
| mmu04935 | Growth hormone synthesis, secretion and action         | 0.05982906  | 3.123428859    | 3.227372 | 0.007179 | 0.052713 | 0.040374 |
| mmu04072 | Phospholipase D signaling pathway                      | 0.053691275 | 2.803000395    | 3.097192 | 0.007877 | 0.056233 | 0.04307  |
| mmu04664 | Fc epsilon RI signaling pathway                        | 0.075757576 | 3.954991087    | 3.365098 | 0.008525 | 0.058957 | 0.045156 |
| mmu05032 | Morphine addiction                                     | 0.064516129 | 3.368121442    | 3.205307 | 0.008801 | 0.058957 | 0.045156 |
| mmu00514 | Other types of O-glycan biosynthesis                   | 0.093023256 | 4.856361149    | 3.540871 | 0.009    | 0.058957 | 0.045156 |
| mmu04518 | Integrin signaling                                     | 0.052287582 | 2.729719339    | 3.011503 | 0.009176 | 0.058957 | 0.045156 |
| mmu05163 | Human cytomegalovirus infection                        | 0.04296875  | 2.243221507    | 2.81366  | 0.010288 | 0.064486 | 0.049392 |

**Figure S4. Significantly altered pathways in *Eif4g2*-deficient thymocytes, related to Figure 4.**

KEGG pathway enrichment analysis of genes dysregulated in *Eif4g2* cKO cells. Pathways are ranked by statistical significance.

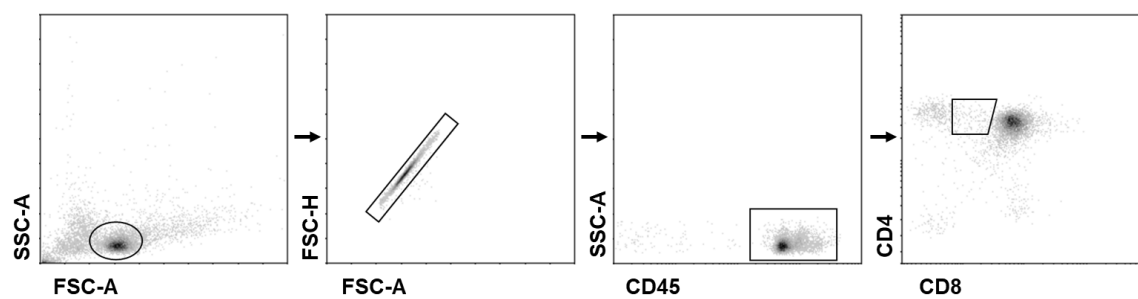

**Figure S5. Isolation strategy for CD4<sup>+</sup>CD8<sup>lo</sup> transitional cells, related to Figure 4.**

## Data S1. Unedited WB images and independent repeats

### Related to Figure 2. A

#### Unedited images

Derived from the same gel

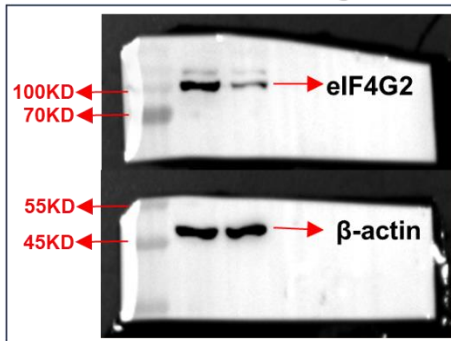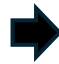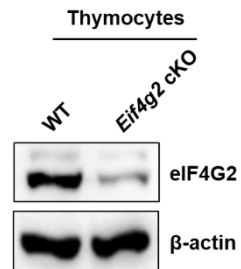

#### Independent repeats

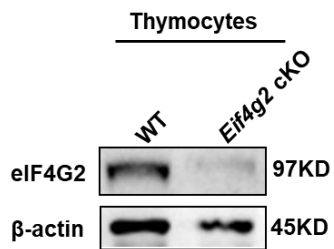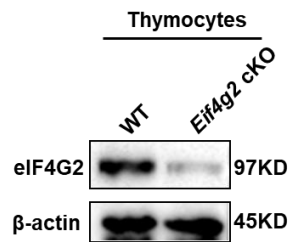

Related to Figure 2. B (left panel)

Unedited images

Derived from the same gel

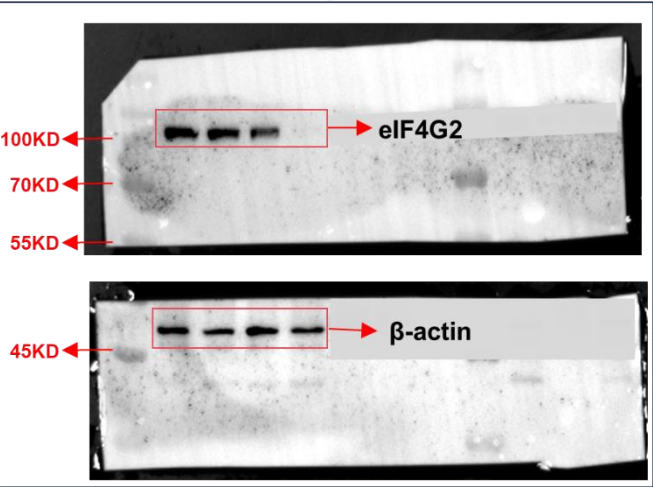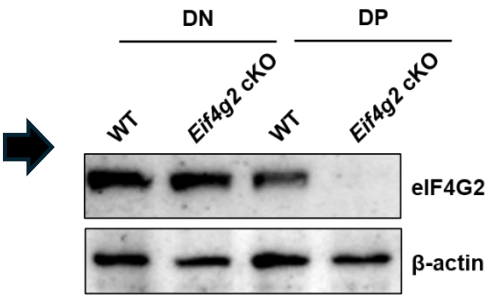

Independent repeats

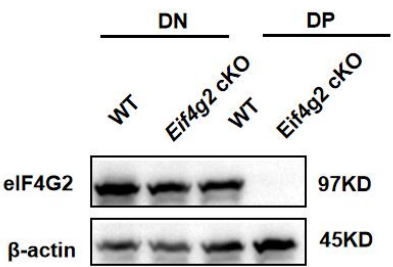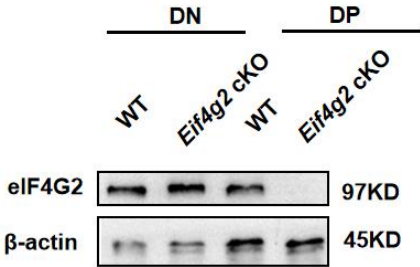

Related to Figure 2. B (right panel)

Unedited images

Derived from the same gel

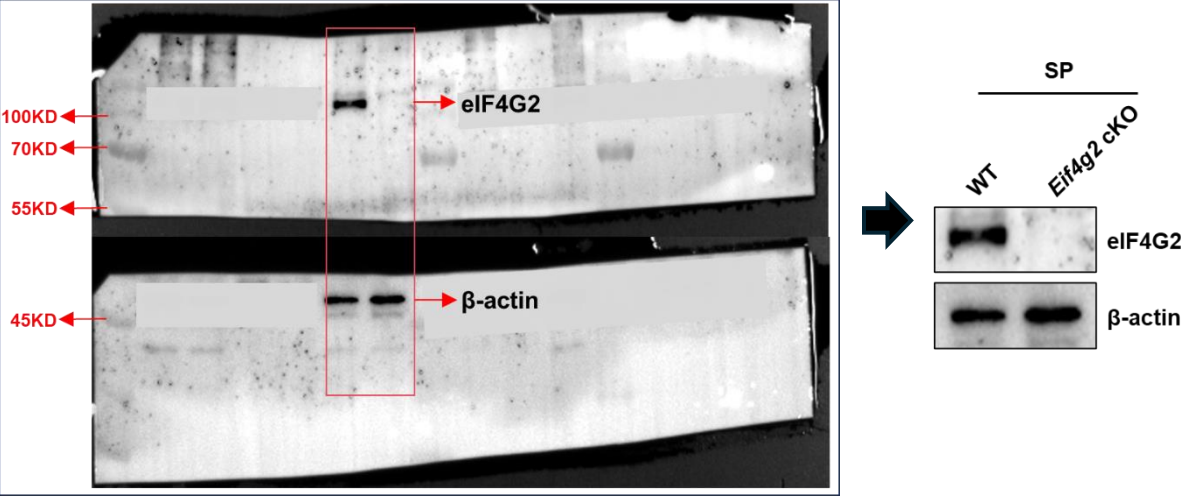

Independent repeats

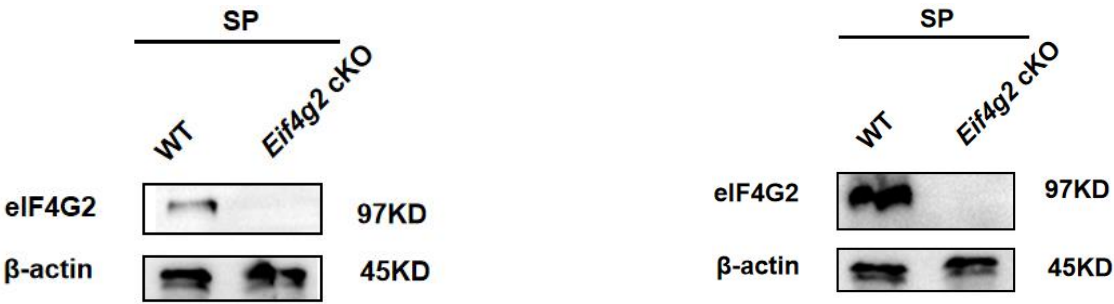

Related to Supplementary Figure 2. C

Unedited images

Derived from the same gel

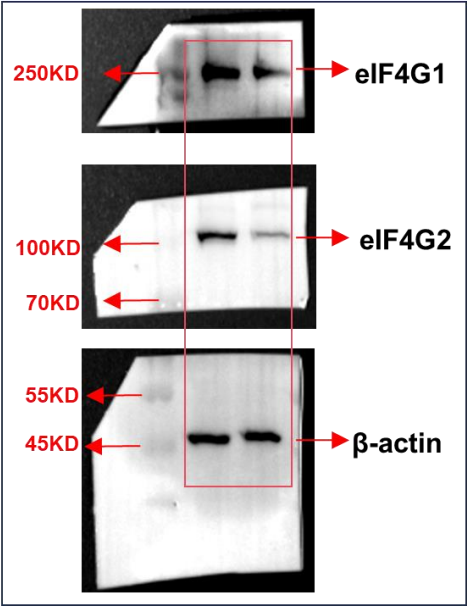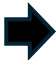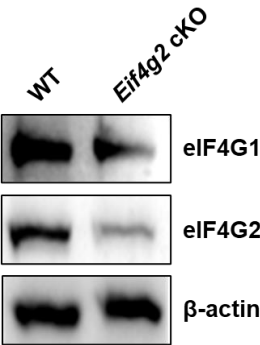

Independent repeats

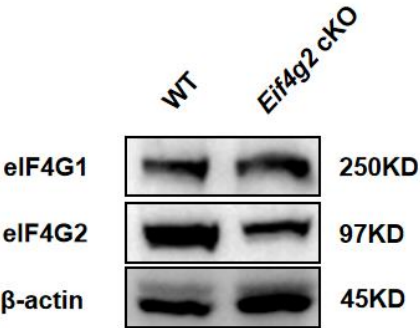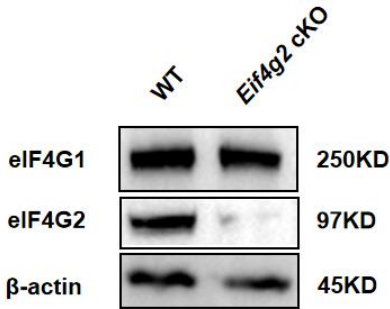

Related to Figure 4. F

Unedited images

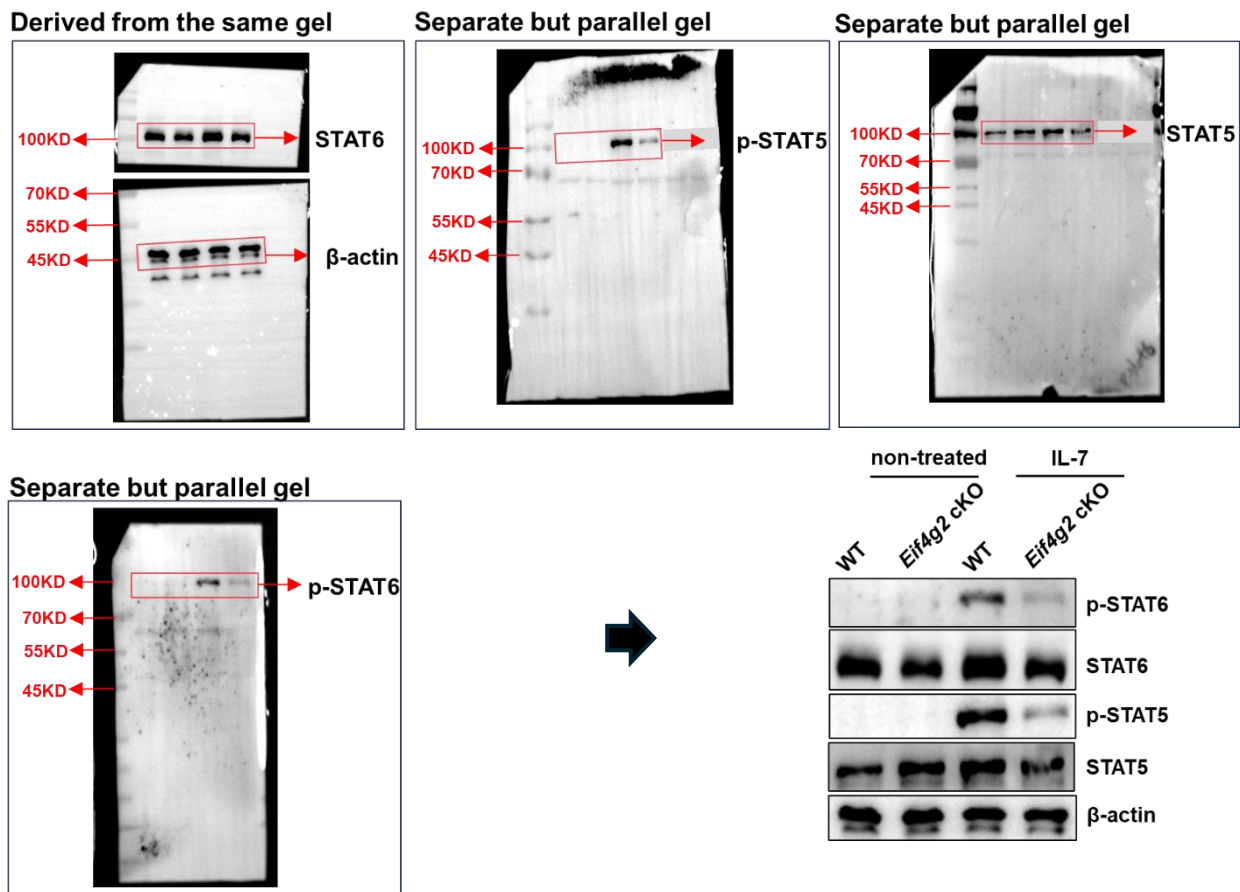

Independent repeats

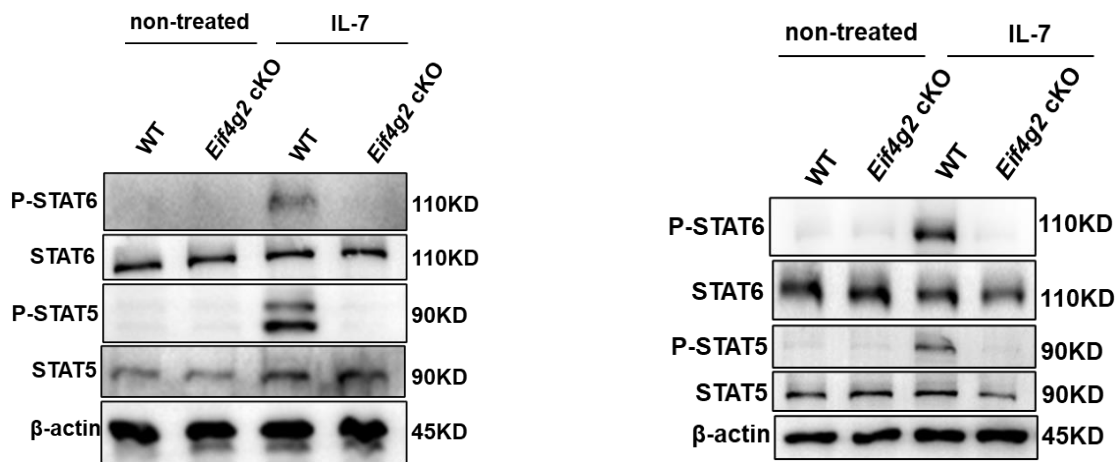

Related to Figure 6. A

Unedited images

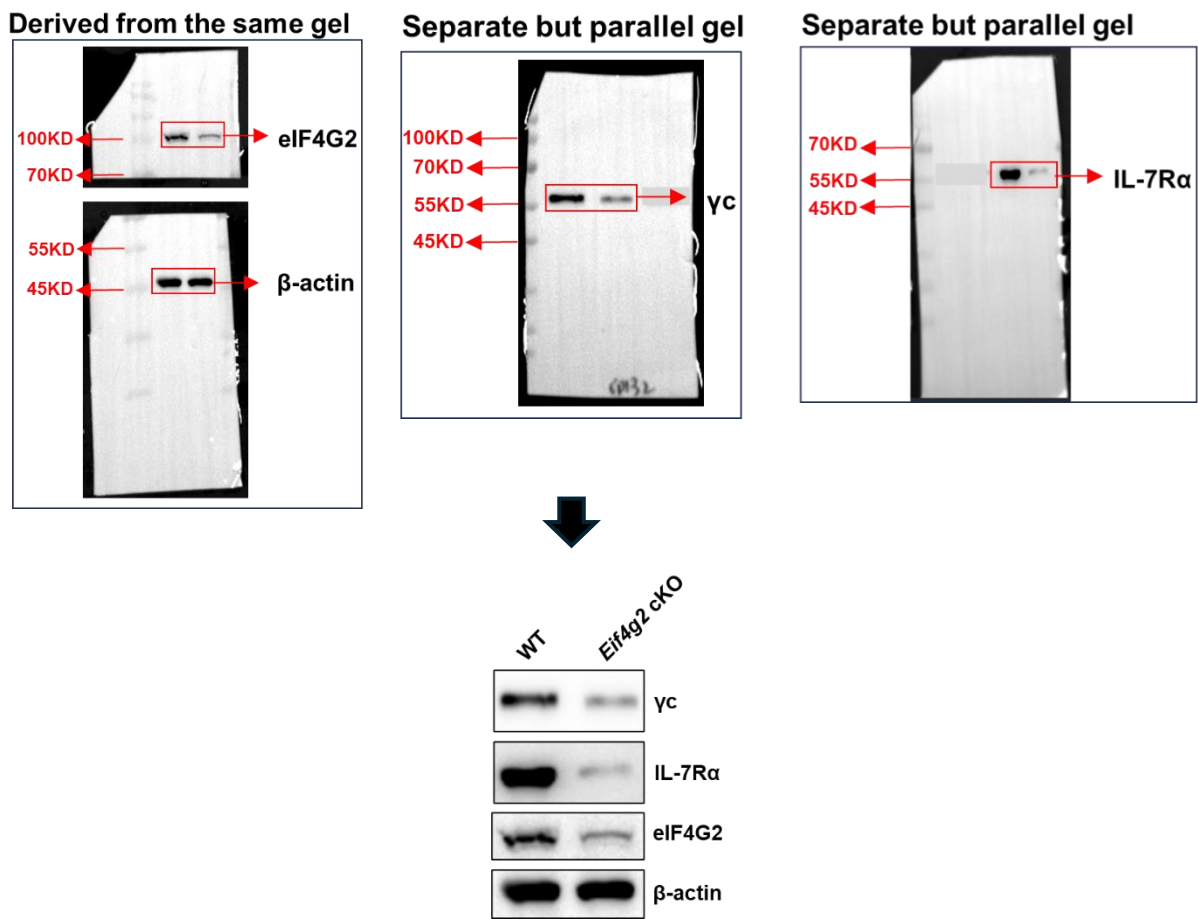

Independent repeats

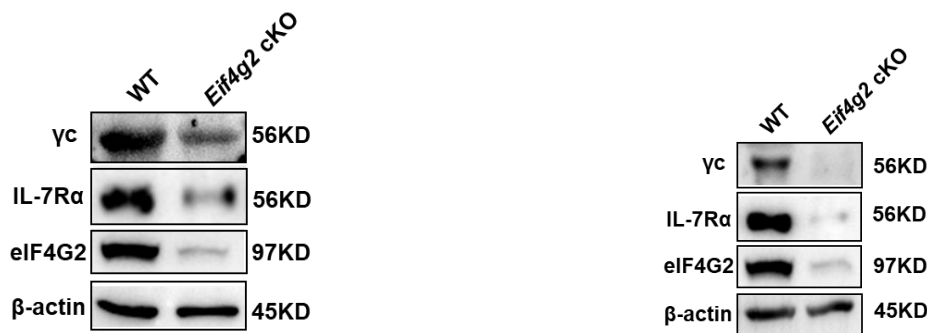

Related to Figure 6. D

Unedited images

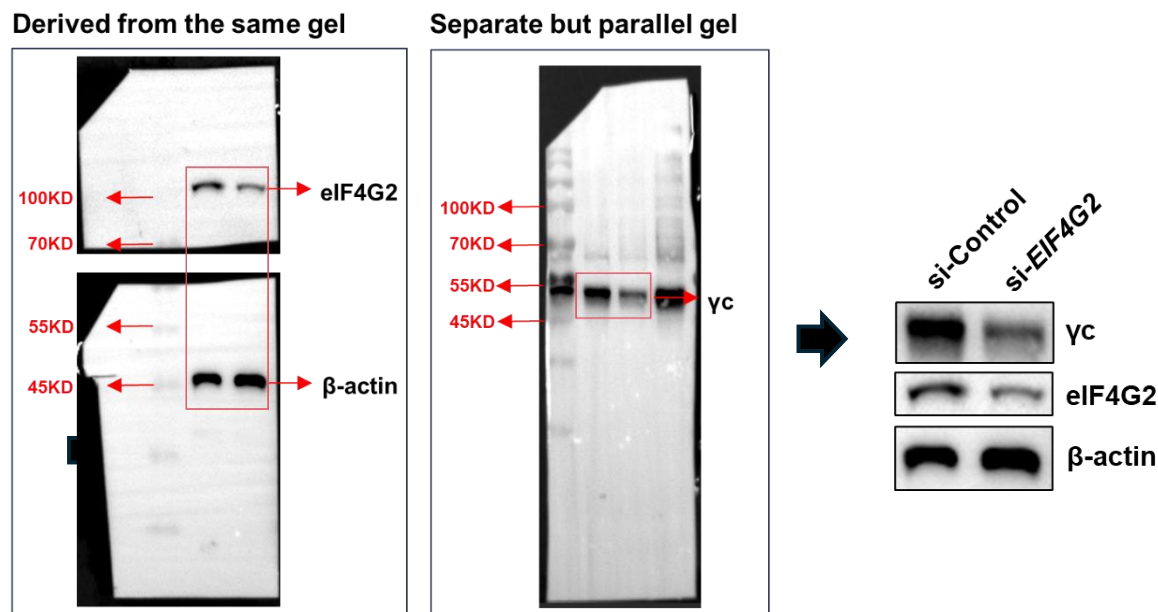

Independent repeats

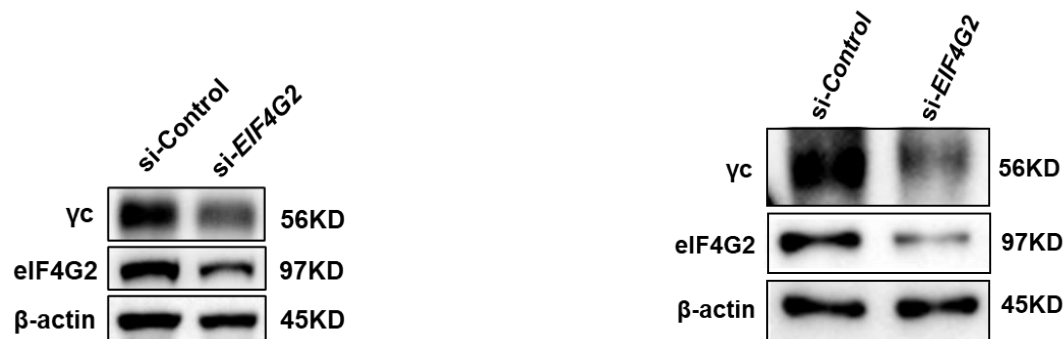

Related to Figure 6. F

Unedited images

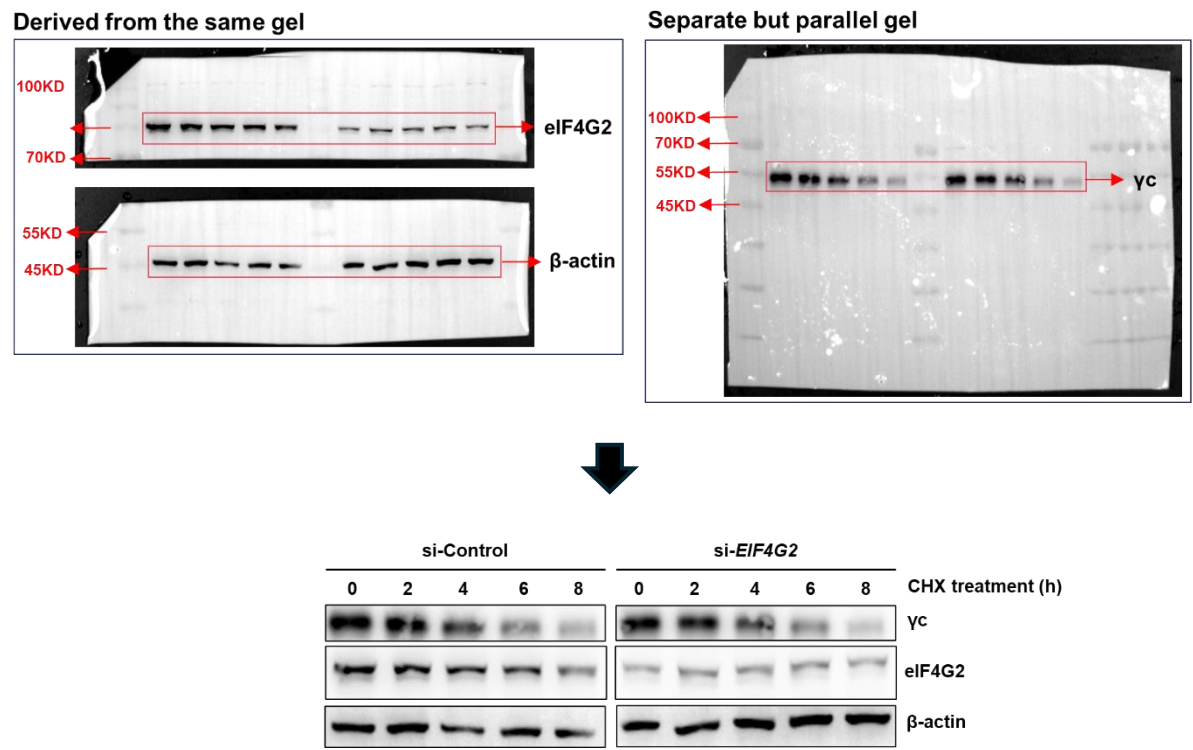

Independent repeats

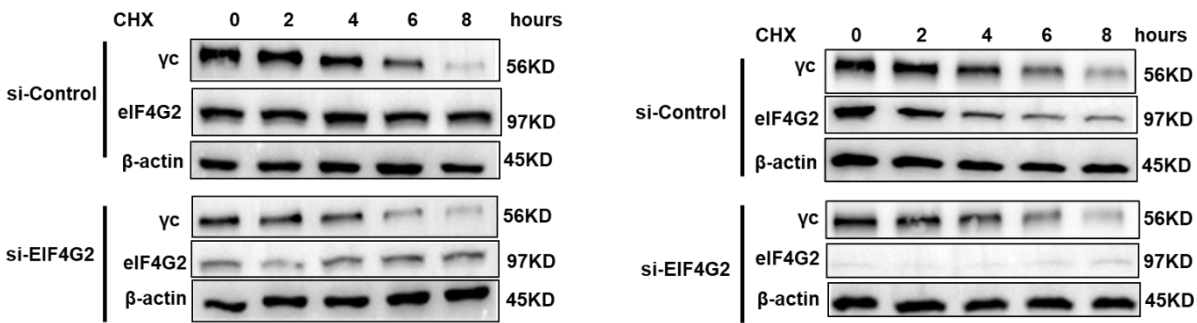

## Related to Figure 6. H

### Unedited images

Derived from the same gel

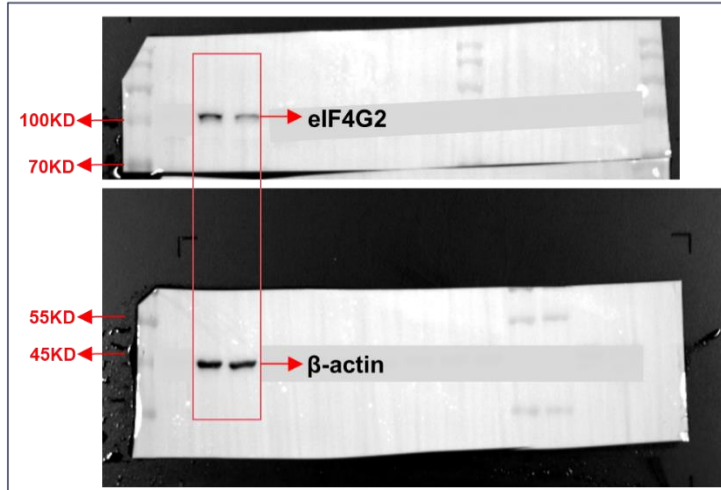

Separate but parallel gel

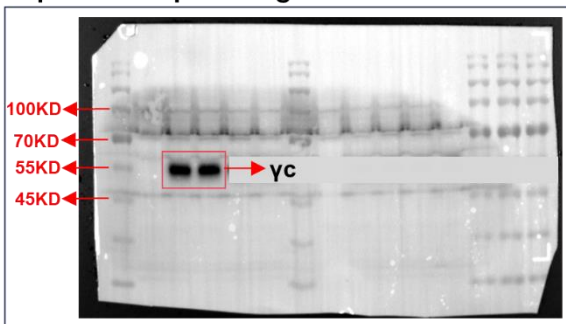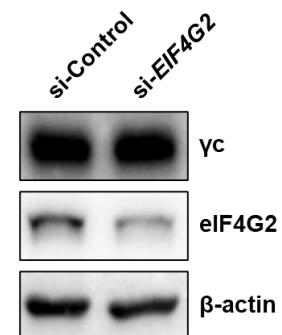

Independent repeats

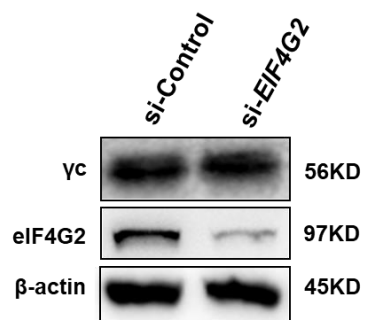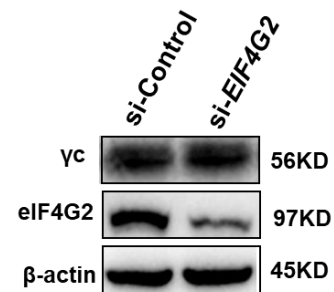

**Supplement:** Document S1. Figures S1-S5 and Unedited WB images and independent repeats

How the deposited data were processed for this re-analysis (not part of the article)

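The deposited data are single-cell RNA-seq counts of thymocytes from 1 WT mouse (*Eif4g2* flox/flox without Cre, library W1) and 1 *Eif4g2* cKO mouse (*Cd4*-*Cre*; *Eif4g2* flox/flox, library K2). The labels give both mice as female and 5 weeks old and name the same batch for both. For each mouse the labels list a cDNA library and an oligo library of the DNBelab C4 system. The oligo libraries have no values of their own in the files, and the deposited counts were taken as those of the cDNA libraries.

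The authors ran dnbc4tools on the reads and deposited 1 table of UMI counts per library, with genes as rows and barcodes as columns. All values are whole numbers, and the deposited counts carry no normalization, filter on genes per cell or doublet removal that could be seen in them, apart from a lower limit of 1000 UMIs per barcode. The labels and the file headers name different versions of dnbc4tools. The genome build used by the authors is not stated in the article text, the figures or the labels. Of 21926 gene identifiers, 21379 (97.5%) occur with the same version number in GENCODE M21, which annotates GRCm38, and positions, spans and exon lengths were taken from there.

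The cell filter of the methods section was applied: at least 50 detected genes and at most 10% mitochondrial UMIs per cell, and genes found in at least 3 cells. Counts were scaled to 10000 per cell and log-transformed. The 2000 most variable genes, without *Eif4g2* and the genes of the pathway audit of Figure 4C, gave 30 principal components and a graph of 20 nearest neighbours. Leiden clustering at a resolution of 1.0 (random seed 1) was run on all cells of both libraries together, without integration, and again on the cells of the T lineage clusters. Fold changes of a cluster over the mean of all clusters were computed in each library with at least 20 cells in the cluster, with a pseudocount of 10 CPM, and averaged. Leading genes were the top 10 of these among genes with a UMI in at least 10% of the cluster's cells. A cluster was named "X-like" when at least 3 markers of a list taken from the methods section, with a few additions, were raised by 0.5 on the log2 scale, and when its leading genes held no more markers of another list than of its own. A CD4 SP-like or CD8 SP-like name also needed 2 times as many cells with UMIs of only the fitting coreceptor as of only the other. *Trdc*, *Tcrg-C1*, *Tcrg-C2* and *Ighm* are not in the files. Cluster names are therefore rebuilt names, and shares of cells need not match those of the study. Scrublet marked no cell, which was read as a failure, and no doublet was removed in the values at the claims.

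For each class and library the UMIs of a gene were summed over cells and scaled to CPM with exact Poisson intervals at 95%. The log2 ratio of *Eif4g2* cKO to WT was given the exact conditional binomial interval. Shares of cells were given exact (Clopper-Pearson) binomial intervals. Where 1 library had 0 UMIs, a floor of 3 UMIs was used and the ratio was given as a bound. With 1 library per genotype, no test, p-value or standard error was computed, and the intervals cover counting error only. A gene list was placed by the percentile of its median among 10000 random lists of the same size. Their genes were drawn from the 200 nearest in mean expression, or in mean expression and gene span together. Only genes with at least 50 UMIs over both libraries were drawn, while the list of genes named as unchanged also held genes with fewer. The lists were the JAK-STAT genes that the text names as decreased, the genes that it names as unchanged, X-linked genes that escape inactivation and stress genes. Some genes that the study names are not reported here, and the JAK-STAT list was computed anew without 1 of them after the values of the full list had been seen. Genes were described as beyond a threshold of 0.5 when at least 50 UMIs were counted over both libraries. The number is the study's own, but the measure is not. Here it was applied to ratios of CPM, and in the study to a fold change with 1 added to mean counts per 10000. The class compared in place of CD8 SP and CD4+CD8 lo cells was the mature SP-like with the early post-selection-like clusters.

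The genes named in the text were fixed by rule: each gene that the results section names for these data, the genes of Figure 4C whose printed name is a symbol in the files, *Il2rg*, *Il4ra*, *Il6st*, *Eif4g2*, *Eif4g1* and *Foxp3*, and the 5 highest and 5 lowest log2 ratios among genes with at least 100 UMIs in 1 of the libraries. This rule, the marker lists, the class to be compared and the alternatives not marked otherwise were set before the data were examined.

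The ratios, intervals and list percentiles were tested on simulated counts drawn from the means and depths of the real libraries. Clustering and the naming of clusters were not simulated. For the post-selection cells, 200 of 8171 genes were changed by known factors. All of these factors were larger than 0.5 on the log2 scale, so the recovery of changes near 0.5 was not tested. Of the changed genes with enough UMIs 99.0% were found beyond 0.5 in the right direction, 5.1% of the unchanged genes lay beyond 0.5, and 97.5% of the intervals held the true ratio. Of 200 unchanged lists, 7.0% lay under percentile 5. For DN-like cells, with 3391 genes, these values were 98.8%, 9.8%, 97.5% and 4.5%.

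The alternatives changed the cell filter, the clustering resolution, the clustering genes, the pooling of the libraries, the scaling, the depth per cell, the class of cells, the minimum of UMIs and a subtraction of free RNA, 1 at a time. Others were added after the data were seen: the 5% of cells with the highest doublet score left out, clustering genes without genes over 50 kb, Y-linked and hemoglobin genes, ratios relative to the 200 genes nearest in expression and span, and WT cells weighted to the early and mature shares of the *Eif4g2* cKO library. The KEGG enrichment was not repeated, since no gene sets were available, and the Wilcoxon test over cells was not repeated, since cells of 1 mouse are not replicates. The flow cytometry, quantitative PCR and immunoblots of the article have no deposited files here.

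Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2, scanpy 1.11.5 and matplotlib 3.10.9.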

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

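The test of free RNA as the source of the Y-linked transcripts, the median of the X-linked genes in DP-like cells and in clusters 3, 8 and 9, and the test of the hemoglobin transcripts were chosen after these results were seen.

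Transcripts of the Y-linked genes *Eif2s3y*, *Uty* and *Kdm5d* stood out in the WT library, which is labelled female and in which the paper reports no Y-linked gene. They made up 2542 UMIs, 139 CPM (133–144), and were found in 29.9% of WT cells. The *Eif4g2* cKO library held 1 such UMI (0.06 CPM). A mixture of cells of male and female mice predicts fewer deep cells with a Y-linked UMI than 1 common rate gives. Among the 393 WT cells of at least 8000 UMIs, 53.2% (48.1–58.2%) had one, where a common rate gives 56.0%, and 0 of 561 such *Eif4g2* cKO cells had one. Free RNA from another sample would leave Y-linked UMIs far below those of the X-linked homologues of the same genes, and their ratio in the WT library was 1.24 (2542 to 2058 UMIs). A different sex of the 2 mice is a candidate explanation that these values leave open. It predicts a higher ratio of *Eif4g2* cKO to WT for X-linked genes that escape inactivation, and the median log2 ratio of *Kdm6a*, *Eif2s3x*, *Kdm5c* and *Ddx3x* was 0.39 in post-selection cells, at percentile 99.7 of matched lists. It was 0.05 (percentile 93.0) in DP-like cells, 0.06 (96.9) in the unnamed clusters 3, 8 and 9 and 0.02 (65.1, without *Kdm6a*) in DN-like cells, so these genes do not decide it. Exchanging the labels of the 2 libraries would not remove the pattern, since 1 of the mice would still carry Y-linked transcripts under a female label. *Ddx3y* had 1427 and 510 UMIs, and was left out, since the authors' counting could have split reads of this gene and its homologue *Ddx3x*. Whether the WT mouse or its label is the one out of place was not tested. If the sexes differ, they differ together with the genotype in all comparisons of these libraries.

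Hemoglobin transcripts were found in WT thymocytes, which should not make them, at levels far above those in *Eif4g2* cKO. In DP-like cells they reached 269 CPM (256–283) in WT and 15.1 CPM (11.6–19.3) in *Eif4g2* cKO. Cells with 20 or more hemoglobin UMIs were left out of these values. Free RNA of red blood cells is a candidate explanation. It predicts a like rate in all classes of a library, and in 5 classes of the WT library the levels ran from 187.0 CPM in clusters 3, 8 and 9 to the value in DP-like cells. In *Eif4g2* cKO the rate was not alike in all classes, with 47.0 CPM (32.4–66.1) in DN-like cells, from 33 UMIs. The erythroid-like cluster held 44 WT and 4 *Eif4g2* cKO cells. A difference in the blood left in the thymus or in how the cells were washed was not tested, and no biological explanation was tested. If free RNA is the source, its amount may differ between the libraries for other genes as well.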

How the results depend on the processing

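The alternatives that leave out the 5% of cells with the highest doublet score, weight WT cells to the early and mature shares of *Eif4g2* cKO, drop long, Y-linked and hemoglobin genes from the clustering genes, or compare with the 200 genes nearest in expression and span were chosen after the data were seen. No paired analysis was possible because each genotype has 1 library. Leaving out the doublets called by Scrublet gave no value, since it called 0 cells. Clusters like CD8 SP alone could not be run, since no such cluster was named, and the mature SP-like clusters alone were used instead. Adding CD4 SP-like clusters changed nothing, since none was named.

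For 35 genes in post-selection cells, 613 values were computed under up to 18 alternatives. Of these, 439 stayed within the counting interval of the reported ratio, 158 moved beyond it, and 16, in 11 genes, had the other sign than a ratio whose interval left out 0. Of the 16, 3 values of *Ccnd1* and *Ly6c2* are upper bounds at the floor with 0 *Eif4g2* cKO UMIs, which leave the direction of the counts as it was. In DN-like cells, 134 of 136 values for 17 genes stayed within the interval. The median of the JAK-STAT genes stayed below 0 under all of its 18 alternatives but the early clusters alone. *Eif4g2* stayed higher in *Eif4g2* cKO under all 18, between 0.55 and 0.94, and *Stat5b*, *Nfkb1*, *Pik3cd*, *Il4ra* and *Icam1* stayed lower. Unless stated otherwise, the cause of a change was not tested. The class shares, gene shares, *Eif4g2* levels and JAK-STAT medians that moved beyond their interval, and each ratio or bound of the other sign, follow by alternative.

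Cell filters. With at least 500 genes and at most 5% mitochondrial UMIs, DP-like cells made up 59.56% of WT and 58.45% of *Eif4g2* cKO T cells, early post-selection-like cells 10.35% and 9.38%, and mature SP-like cells 6.81% of *Eif4g2* cKO T cells. Of the genes, 9.4% were higher and 31.6% lower by more than 0.5, and *Il7r* within the early clusters changed sign to −0.14. With 1000 to 10000 UMIs and at most 3% mitochondrial UMIs, DP-like cells made up 60.53% of WT and 57.12% of *Eif4g2* cKO T cells, and 9.6% of genes were higher and 31.2% lower. With the highest doublet scores left out, early cells made up 9.61% and 8.05% and mature cells 6.14% of *Eif4g2* cKO T cells, 9.9% of genes were higher and 31.4% lower, and *Il7r* within the early clusters was −0.68.

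Clustering. At a resolution of 0.6, early cells made up 9.78% and mature cells 6.46% of *Eif4g2* cKO T cells, and *Il7r* within the early clusters was −1.06. At 1.6, early cells made up 10.6% of WT and 10.81% of *Eif4g2* cKO, and mature cells 4.41% of WT. That mature share leaves out the unnamed clusters 13 and 16, which held 294 and 185 WT cells of the mature SP-like clusters. At this resolution 36.2% of genes were lower and the JAK-STAT median was −0.542. *Runx3* was 0.19 both over the class and within the mature SP-like cluster. With all variable genes, early cells made up 11.05% of WT and 8.73% of *Eif4g2* cKO, mature cells 6.2% of *Eif4g2* cKO, 9.7% of genes were higher and 31.6% lower, and *Il7r* within the early clusters was −1.04. With each library clustered alone, DP-like cells made up 59.78% of WT, early cells 9.82% of WT and 8.61% of *Eif4g2* cKO, mature cells 7.61% and 8.43%, 9.2% of genes were higher, and the JAK-STAT median was −0.754. The lower mature share of *Eif4g2* cKO was therefore absent under this alternative. Without long, Y-linked and hemoglobin genes, DP-like cells made up 59.53% of WT, early cells 14.72% and 13.79%, mature cells 8.84% and 2.8%, and *Il7r* within the early clusters was −1.10.

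Class of cells. In the mature SP-like clusters alone 9.9% of genes were higher and 35.4% lower, and *Ccnd1*, with 7 WT and 0 *Eif4g2* cKO UMIs, had an upper bound of 1.08. In the early clusters alone 7.0% were higher and 39.7% lower, the JAK-STAT median was 0.072 and so changed sign, and *Ccnd2* (0.29), *Il7r* (1.03), *Runx3* (0.24), *Nfkbia* (−0.05) and *Nr4a1* (−0.30) changed sign. In cells with only *Cd8a* or *Cd8b1* UMIs the JAK-STAT median was −1.139, 10.4% of genes were higher and 35.7% lower, and *Foxp3* was 0.10 from 12 and 5 UMIs. In cells with only *Cd4* UMIs the median was −0.549, 13.8% were higher and 26.4% lower, and *Bcl2* (0.13) and *Jun* (0.23, from 10 and 4 UMIs) changed sign. *Ly6c2*, with 7 and 0 UMIs, had an upper bound of 0.33. With WT cells weighted to the shares of *Eif4g2* cKO the JAK-STAT median was −0.457 and *Nr4a1* was −0.19.

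Depth and scaling. With each cell thinned to 1000 UMIs, *Eif4g2* in *Eif4g2* cKO was at 245.3 CPM in DN-like and 506.8 CPM in DP-like cells, 9.9% of genes were higher, *Ccnd1* had an upper bound of 0.31 (5 and 0 UMIs), and *Foxp3* changed sign to 0.83, from few counts (7 and 6 UMIs). With the log2 of mean counts per 10000 plus 1, *Eif4g2* was at 518.9 in DP-like *Eif4g2* cKO and 231.4 in WT post-selection cells, the JAK-STAT median was −0.459, and 0.8% of genes were higher and 3.1% lower, since adding 1 draws the ratios of weakly expressed genes toward 0. With the median ratio as scale, *Eif4g2* in DP-like *Eif4g2* cKO was at 539.3, and 11.0% were higher and 29.7% lower. Relative to the 200 nearest genes, 13.9% were higher and 16.4% lower, the JAK-STAT median was −0.716, and *Bcl2* (0.35) and *Jak1* (0.03) changed sign. Of genes beyond 0.5, 54.2% were then lower, against 79.6% in the reported scaling, and the median of all genes was −0.009 in place of −0.211. A minimum of 20 UMIs gave 9.8% and 34.1%, and a minimum of 200 UMIs 7.1% and 31.1%.

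Depth limits *Il2ra*, *Spry2*, *Ccnd1*, *Mmp9* and *Foxp3*, with at most 46 UMIs in a library of the post-selection cells, and most genes in DN-like cells.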

Differences from the paper's values

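The paper's only stated values for measures computed here are its numbers of cells, and they differ from those of the stated filter by less than 1.5 times in both libraries and under both alternative filters set before the data were examined.

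The paper states that *Egr1* was unchanged. In post-selection cells its log2 ratio was 0.67 (0.47 to 0.87). It lay within 0.5 at a clustering resolution of 1.6 (0.47), in the early post-selection-like clusters alone (0.18) and in the mature SP-like clusters alone (0.26). With WT cells weighted to the early and mature shares of *Eif4g2* cKO (0.19), and relative to the 200 genes nearest in expression and span (0.48), it also lay within 0.5; both of these were chosen after the values were seen. Of the genes that the text reports as decreased and that were lower by more than 0.5, the weighting drops *Ccnd2* and *Il7r*, and the comparison with the nearest genes drops *Jak1*, *Stat5b* and *Nfkb1*. For *Nr4a1*, which the paper names with *Egr1*, the ratio of 0.40 lay within 0.5.

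The paper states that the expression of *Icam1* was stable. In post-selection cells its log2 ratio was −1.90 (−2.90 to −1.02) from 95 WT and 12 *Eif4g2* cKO UMIs. It stayed between −2.20 and −1.04 under all but 1 of the alternatives. With the log2 of mean counts per 10000 plus 1, the form of fold change that the Seurat version of the study computes, it was −0.19 and within 0.5. In that form *Jak1* (−0.41) and *Il7r* (−0.39), which the paper reports as decreased, and *Jun* (−0.15), which it names as changed, were also within 0.5, while *Ccnd2* (−0.92) was not. *Mmp9*, named with *Icam1*, had too few UMIs to show a change.

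The paper states that *Ccnd1* was unaltered. It had 14 WT UMIs and 1 *Eif4g2* cKO UMI, a log2 ratio of −2.72 with an interval from −8.12 to 0.00. It lay within 0.5 with the log2 of mean counts per 10000 plus 1 (−0.05), and it gave no more than a bound where *Eif4g2* cKO had 0 UMIs. In DP-like cells, which the statement does not cover, it was lower, with a ratio of −2.97.

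Figure 4C draws 24 matched genes as low or undetected. Of these, 8 had 0 UMIs in the post-selection cells and 15 had at least 50 UMIs, with a median over the 24 of 37.3 CPM. *Arid1a*, *Cd28*, *Cd3e*, *Cd69*, *Cdc42*, *Cfl1*, *Prkcb*, *Tgfb1* and *Trp53* lay above 100 CPM.

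The paper names clusters of B lymphocytes, monocytes and thymic epithelial cells among all cells, and of CD4+CD8 lo, CD4 SP and CD8 SP cells among T cells. None of these was named here from the paper's markers in the main clustering, and the names used here are rebuilt ones.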

Other observations

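These tests were chosen after their results were seen: the trend with gene span and *Eif4g2* in DN-like cells, all tests of the JAK-STAT median and of *Il7r*, *Runx3* at the finer clustering, and the stress genes.

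Genes with a long genomic span were lower in *Eif4g2* cKO. Across 8245 genes of the post-selection cells, Spearman's rho of the log2 ratio and span was −0.47, and genes over 100 kb took 8.94% of UMIs in WT and 5.04% in *Eif4g2* cKO. Loss of *Eif4g2* after *Cd4*-*Cre* acts, as the whole cause, would leave DN-like cells without the trend, and their rho was −0.44. This rests on the stage of DN-like cells, since recombination was not measured. It was −0.51 in DP-like cells and −0.32 in the unnamed cells outside the T lineage. The length of the spliced transcript as the whole cause would leave no trend with intron length, and with exon length held fixed the partial rank correlation with intron length was −0.28 (−0.21 for exon length with intron length fixed). For the cells outside the T lineage, free RNA of thymocytes and a trend of their own cannot be told apart, since 101 genes found almost only there gave a rho of −0.12, with few long genes among them. A difference between the libraries in how much unspliced RNA was captured or counted, or between the mice, may underlie the trend, and neither was tested. Genes are not independent replicates, and the paper does not report this trend.

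The lower median of the JAK-STAT genes, −0.95, was weighed against 3 explanations. The study chose these genes on the same libraries, so a percentile among random lists excludes none of them. Gene span as the whole cause would bring the list to the level of genes of like expression and span, and relative to the 200 nearest genes its median was −0.716. For a difference between the libraries shared by DN-like cells, and a change after their stage, the fall cannot be told apart, since the median in DN-like cells was −0.601 and its counting interval overlaps that of post-selection cells. A smaller share of mature cells in the class, as the whole cause, is argued against by a median of −0.87 within the mature SP-like clusters, which was −0.80 to −0.92 under the alternative clusterings. With the early and mature shares set equal by weighting it was −0.46, no lower than in DN-like cells, so a library difference and the mature share acting together were not excluded for the class as a whole. Within the early clusters it was 0.07 (−0.24 to 0.23), at percentile 99.4 of lists matched on expression and span, whose median was −0.62. So the early cells of the main clustering did not share the fall. That value ran from −0.69 to 0.34 with the clustering, so whether early cells were spared is not settled, and the size of the fall depends on which cells are compared. The loss of *Eif4g2*, another sex of the WT mouse and other differences between 2 single mice stay open and were not tested.

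The lower *Runx3* was also weighed against fewer cells of a CD8 SP type among the compared cells. At a clustering resolution of 1.6, cluster 16 had *Itgae*, *Ms4a4b* and *Nkg7*, which are among the markers set here for CD8 SP cells, within its 10 leading genes and stayed unnamed. It held 185 WT and 9 *Eif4g2* cKO cells, all from the mature SP-like clusters of the main clustering, and 305 WT *Runx3* UMIs (291 CPM). Its *Eif4g2* cKO cells had 5 *Runx3* UMIs (58.8 CPM), a log2 ratio of −2.31 (−3.94 to −1.07). Cluster 13, with *Zbtb7b* among its leading genes, also stayed unnamed, and held 298 WT cells with 129 *Runx3* UMIs and 5 *Eif4g2* cKO cells with 0. In the mature SP-like cluster that was left, *Runx3* was at 81.6 CPM in WT and 93.1 CPM in *Eif4g2* cKO, a log2 ratio of 0.19. With cluster 13 put back it was −0.33 (−0.84 to 0.15), and with both −1.07 (−1.53 to −0.64). Fewer cells of a CD8 SP type and a lower level per cell cannot be told apart, since clusters 13 and 16 hold cells of nearly 1 library alone and may in part be that library. The range of JAK-STAT medians within mature SP-like clusters given above includes that resolution, so the list as a whole stayed lower there.

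The lower *Il7r* was set against a smaller share of mature cells in the class. Within the mature SP-like clusters it was at −1.01, which argues against the share as the cause of the fall in those clusters. For the fall over early and mature cells together, the share and a lower level per cell cannot be told apart. With WT cells weighted to the shares of *Eif4g2* cKO the ratio was −0.18, which rests on the early clusters, where few *Il7r* UMIs were found and the ratio ran from −1.10 to 1.26 with the clustering.

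*Jun* was also lower in DN-like cells (−1.85), in the mature SP-like clusters (−1.74), in cluster 12 (−2.46) and outside the T lineage (−2.19), the last 3 with at most 6 *Eif4g2* cKO UMIs. In the early clusters, with 34 of its 40 *Eif4g2* cKO UMIs in post-selection cells, it was −0.13 (−0.85 to 0.57). A difference in stress of the cells before lysis and other causes cannot be told apart, since only 3 of the other stress genes had enough UMIs in DN-like cells, went both ways and had a median at percentile 75.0 of lists matched on mean expression alone (57.1 with gene span added). In post-selection cells the median of 5 stress genes was 0.22, at percentile 89.1 (74.1 with span added).

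*Eif4g2* was higher in *Eif4g2* cKO by 0.81 (0.67 to 0.95) in post-selection and 0.86 (0.76 to 0.96) in DP-like cells. In DN-like cells the log2 ratio was 0.58 (0.17 to 1.00), from 133 to 199 CPM. It was lower in the unnamed clusters 3, 8 and 9 together, of which 3 and 8 passed the rule for cycling cells, at −0.22 (−0.31 to −0.12), and at −0.16 (−1.21 to 0.76) outside the T lineage, from 12 *Eif4g2* cKO UMIs. So the rise was not common to all cells. A difference between the libraries that cells without recombination share and a change of the transcript left after deletion cannot be told apart, since recombination was not measured in DN-like cells and the cells outside the T lineage had few UMIs.

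Within the WT library, *Eif4g2* was higher in DP-like than in DN-like cells by 0.99 (0.66 to 1.34) on the log2 scale, the highest of 9 eIF4 family genes. *Eif4a2* followed with 0.85 and *Eif4g3* with 0.73, and their intervals overlap. In *Eif4g2* cKO the value for *Eif4g2* was 1.27 (1.03 to 1.53). The paper ranks the family in another, public dataset. For *Eif4g1*, whose protein the paper reports as unchanged, the log2 ratio of *Eif4g2* cKO to WT was −0.71 (−0.97 to −0.45) in post-selection cells and −0.27 (−0.80 to 0.27) in DN-like cells. *Foxp3* had 46 and 8 UMIs in post-selection cells, a ratio of −1.44 (−2.73 to −0.34). Of the 5 highest ratios among genes with at least 100 UMIs in 1 library, those of *Arf6*, *Alyref*, *Uqcrb* and *Dusp2* were also above 1 in DN-like cells, and that of *Gzma* was 3.42 in the mature and 0.03 in the early clusters.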
